# Metformin‐mediated increase in DICER1 regulates microRNA expression and cellular senescence

**DOI:** 10.1111/acel.12469

**Published:** 2016-03-17

**Authors:** Nicole Noren Hooten, Alejandro Martin‐Montalvo, Douglas F. Dluzen, Yongqing Zhang, Michel Bernier, Alan B. Zonderman, Kevin G. Becker, Myriam Gorospe, Rafael de Cabo, Michele K. Evans

**Keywords:** aging, AUF1, caloric restriction, diabetes mellitus, microRNA, RNA‐binding proteins

## Abstract

Metformin, an oral hypoglycemic agent, has been used for decades to treat type 2 diabetes mellitus. Recent studies indicate that mice treated with metformin live longer and have fewer manifestations of age‐related chronic disease. However, the molecular mechanisms underlying this phenotype are unknown. Here, we show that metformin treatment increases the levels of the microRNA‐processing protein DICER1 in mice and in humans with diabetes mellitus. Our results indicate that metformin upregulates DICER1 through a post‐transcriptional mechanism involving the RNA‐binding protein AUF1. Treatment with metformin altered the subcellular localization of AUF1, disrupting its interaction with *DICER1* mRNA and rendering *DICER1* mRNA stable, allowing DICER1 to accumulate. Consistent with the role of DICER1 in the biogenesis of microRNAs, we found differential patterns of microRNA expression in mice treated with metformin or caloric restriction, two proven life‐extending interventions. Interestingly, several microRNAs previously associated with senescence and aging, including miR‐20a, miR‐34a, miR‐130a, miR‐106b, miR‐125, and let‐7c, were found elevated. In agreement with these findings, treatment with metformin decreased cellular senescence in several senescence models in a DICER1‐dependent manner. Metformin lowered p16 and p21 protein levels and the abundance of inflammatory cytokines and oncogenes that are hallmarks of the senescence‐associated secretory phenotype (SASP). These data lead us to hypothesize that changes in DICER1 levels may be important for organismal aging and to propose that interventions that upregulate DICER1 expression (e.g., metformin) may offer new pharmacotherapeutic approaches for age‐related disease.

## Introduction

Metformin has been used to treat type 2 diabetes mellitus since the 1950s. Metformin enhances insulin sensitivity and lowers blood glucose levels by inhibiting gluconeogenesis in the liver. Metformin elicits these effects by inhibiting the mitochondrial respiratory‐chain complex I and glycerophosphate dehydrogenase (mGPD) and also by activating adenosine monophosphate‐activated protein kinase (AMPK) (Foretz *et al*., 2014; Madiraju *et al*., 2014). Activation of AMPK, in turn, leads to a plethora of signaling cascades that regulate energy homeostasis and metabolism (Hardie *et al*., 2012). However, AMPK‐independent pathways activated by metformin have also been described (Pollak, 2012; Foretz *et al*., 2014) and recent data also suggest that systemic effects of metformin may have different mechanisms of action in different tissues (Duca *et al*., 2015). Gaps in our knowledge about the mechanisms that underlie its therapeutic effects persist.

Numerous epidemiologic studies show that in addition to its role in modulating metabolic pathways, metformin also influences factors associated with cancer incidence and cancer mortality among diabetics treated with the drug (Pollak, 2012). These retrospective epidemiologic studies have led to intensive focus on the potential use of metformin as an anticancer therapeutic agent. Although many studies have focused on uncovering how metformin elicits anticancer effects, the exact mechanism of tumor inhibition remains unknown (Foretz *et al*., 2014). Studies using cancer cells in culture and murine tumor xenografts have found that metformin inhibits tumorigenesis by upregulating DICER1 (Blandino *et al*., 2012), a key enzyme that processes microRNAs (miRNAs). Therefore, it is possible that upregulation of DICER1 may in part mediate metformin's antitumorigenic effects. In general with few exceptions, cancer cells have decreased global miRNA expression (Lu *et al*., 2005; Kumar *et al*., 2007), leading to the hypothesis that upregulation of DICER1 may lead to increased miRNA expression, which would then contribute to lowering tumorigenic activity. Consistent with this idea, DICER1 expression is decreased in several types of human cancers (Bahubeshi *et al*., 2011; Foulkes *et al*., 2014).

Conditional loss of mouse *Dicer1* in skin or adipocytes induces DNA damage and activates a p19^Arf^‐p53 signaling pathway leading to increased cellular senescence (Mudhasani *et al*., 2008; Mori *et al*., 2012), indicating that modulation of DICER1 levels may influence aging‐related pathways. Additionally, *dicer* loss‐of‐function mutations in *Caenorhabditis elegans* reduce lifespan and homeostatic stress responses (Mori *et al*., 2012). We reported that miRNA levels decrease with advancing age in human peripheral blood mononuclear cells (PBMCs) and primate skeletal muscle, while others have found decreased levels of miRNAs with age in mouse brain and in *C. elegans* (Noren Hooten *et al*., 2010, 2013; Smith‐Vikos & Slack, 2012; Mercken *et al*., 2013). Given the conservation of miRNAs across species, and that a single miRNA can regulate *C. elegans* lifespan and predict the mortality of individual *C. elegans* (Smith‐Vikos & Slack, 2012), it is likely that miRNAs play an important role in regulating lifespan in humans and other species.

The fact that modulating DICER1 and miRNAs may be important for regulating lower organismal aging and our recent findings that metformin significantly increases the longevity of mice (Martin‐Montalvo *et al*., 2013) led us to examine mechanisms by which DICER1 expression is altered by metformin and the possible role of DICER1 in aging. As gene expression is affected post‐transcriptionally by noncoding RNAs and RNA‐binding proteins (RBPs), we hypothesized that post‐transcriptional mechanisms may play a role in modulating levels of DICER1 in response to metformin. Previous evidence indicated that the RBP AU‐rich element‐binding factor 1 (AUF1), also known as hnRNPD (heterogeneous nuclear ribonucleoprotein D), lowers the stability of *DICER1* mRNA through binding to multiple regions in the coding region and 3′‐untranslated region (UTR) of *DICER1* mRNA (Abdelmohsen *et al*., 2012). AUF1 comprises 4 isoforms (p37, p40, p42, and p45) all of which contain two RNA‐recognition motifs (RRMs) (White *et al*., 2013; Yoon *et al*., 2014). In general, cytoplasmic AUF1 promotes the decay of target mRNAs (White *et al*., 2013). However, new data using the PAR‐CLIP (photoactivatable ribonucleoside‐enhanced cross‐linking and immunoprecipitation) method indicate that AUF1 also affects mRNA translation and enhances the stability of a subset of transcripts (Yoon *et al*., 2014). Through these activities, AUF1 regulates cellular processes such as senescence, proliferation, and stress and immune responses that impact upon aging and age‐related diseases.

Here, we explored the role of DICER1 in mice chronically treated with metformin or dietary caloric restriction, two interventions that extend mouse lifespan. We found higher levels of DICER1 in mice treated with metformin or caloric restriction as well as in humans with diabetes mellitus on metformin. In contrast, *DICER1* mRNA levels decreased with age in untreated human subjects. We present evidence that metformin treatment prevents the interaction of the decay‐promoting RBP AUF1 with *DICER1* mRNA, resulting in increased expression of DICER1. Given that metformin inhibits cellular senescence only in the presence of DICER1, our results highlight a possible mechanism that may explain in part the anti‐aging effects of metformin and identify relevant pathways and targets for further investigation.

## Results

### Age and metformin treatment alter DICER1 levels

We hypothesized that changes in DICER1 levels may contribute to the age‐associated decline in miRNAs (Noren Hooten *et al*., 2010). Therefore, we examined *DICER1* mRNA levels by reverse transcription (RT) followed by real‐time quantitative (q)PCR analysis from PBMCs from young (~30 year old) and older (~64 year old) individuals and found a significant decrease in *DICER1* mRNA levels with human age (Fig. 1A; Table 1A). In contrast, the levels of *DROSHA* mRNA, encoding another key protein in miRNA biosynthesis, were not significantly different with human age (Fig. 1A). Therefore, we focused on investigating whether changes in DICER1 levels may explain alterations in miRNA expression with age.

**Figure 1:**
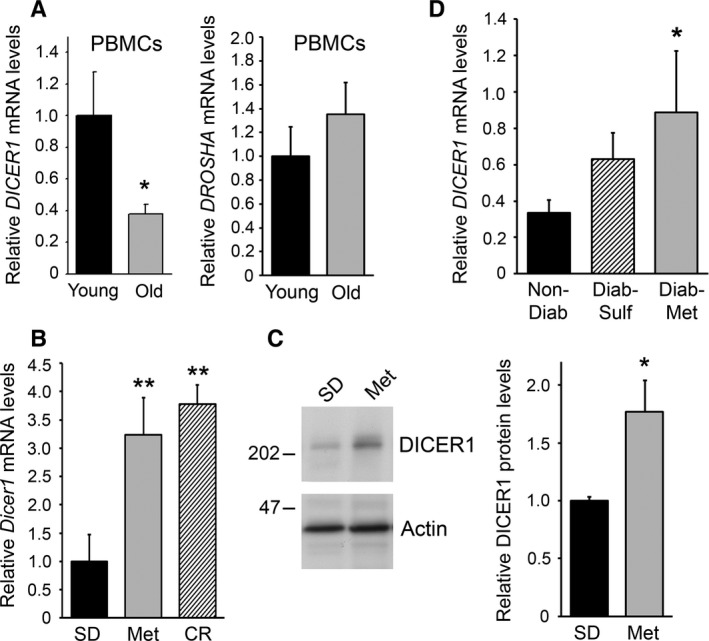
DICER1 levels are altered by human age and by metformin treatment in mice and humans. (A) *DICER1* and *DROSHA* mRNA levels were quantified from PBMCs from young (~30 years) and old (~64 years) individuals (*n* = 14/group) from the HANDLS study using RT–qPCR. (B) *DICER1* mRNA and DICER protein (C) levels were quantified by RT–qPCR and immunoblotting, respectively, from livers of mice on standard diet (SD), metformin‐treated (Met), or on calorie restriction (CR). For protein levels in C, a representative immunoblot is shown and Dicer levels from 8 mice per group were quantified from immunoblots and normalized to actin. (D) *DICER1* mRNA levels were quantified from PBMCs of nondiabetics, diabetics taking sulfonylureas, and diabetics taking metformin (*n* = 20/group). Demographic information for cohorts in (A) and (D) is in Table 1. The histograms represent the mean + SEM. *P < 0.05, **P ≤ 0.01.

**Table 1:** Demographic information for human cohorts used in Fig. 1

A. Age cohort	Young	Old
*N*	14	14
Age (mean (SD))	30.1 (0.3)	64.2 (0.4)
Sex = Men (%)	6 (42.8)	6 (42.8)
Race = AA (%)	6 (42.8)	6 (42.8)
PovStat = Below (%)	6 (42.8)	5 (35.7)
BMIcut = Obese (%)	6 (42.8)	4 (28.6)

B. Diabetics cohort	Nondiabetics	Diabetics taking Sulfonylureas	Diabetics taking Metformin
*n*	20	20	20
Age (mean (SD))	49.45 (10.30)	52.15 (8.65)	50.50 (8.13)
Sex = Men (%)	7 (35.0)	7 (35.0)	7 (35.0)
Race = AA (%)	13 (65.0)	13 (65.0)	13 (65.0)
PovStat = Below (%)	7 (35.0)	9 (45.0)	6 (30.0)
BMIcut = Obese (%)	19 (95.0)	19 (95.0)	19 (95.0)

AA, African American; BMIcut, below or above obesity cut‐off of ≥ 30 kg m^−2^; PovStat, Poverty status, above or below the 125% Poverty line as defined by the Department of Health and Human Services in 2003.

Previously, metformin was found to increase the healthspan and longevity of mice (Martin‐Montalvo *et al*., 2013). Given that metformin elevates DICER1 in cultured cancer cells (Blandino *et al*., 2012), we wanted to examine whether changes in DICER1 expression occur in mice chronically treated with metformin and to compare these findings with those of mice on dietary caloric restriction, an intervention that extends lifespan in mice. In response to metformin and dietary caloric restriction, there is an upregulation in *Dicer1* mRNA levels in the livers of treated mice compared with control mice on standard diet (Fig. 1B), and livers of metformin‐treated mice had higher DICER1 protein levels than control mice (Fig. 1C).

Given that *DICER1* mRNA levels decreased in human PBMCs from older individuals compared with younger individuals (Fig. 1A, first panel) and that DICER1 levels increased by metformin treatment in mice, we investigated whether individuals being treated for diabetes with metformin also had higher levels of DICER1. Individuals in the Healthy Aging in Neighborhoods of Diversity across the Lifespan (HANDLS) study (Evans *et al*., 2010) were chosen based on the following criteria. The participants were either euglycemic normal controls (i), diabetics treated with sulfonylurea (ii), or diabetics treated with metformin (iii) (Table 1B). The sulfonylurea group was added in the study because diabetic individuals treated with metformin have increased survival compared with nondiabetics and with diabetics on sulfonylurea (Bannister *et al*., 2014). All groups were matched based on age, sex, race and body mass index (BMI) (*n* = 20 per group; Table 1B). After isolation of RNA from participant PBMCs and RT–qPCR analysis, diabetics treated with metformin were found to have significantly higher levels of *DICER1* mRNA compared with nondiabetics; diabetics taking sulfonylureas also had higher levels of *DICER1* mRNA, but this difference was not significant (Fig. 1D).

### Metformin regulates the RBP AUF1 localization and binding to *DICER1* mRNA

Given that chronic metformin treatment in mice increased DICER1 levels, we hypothesized that metformin may alter post‐transcriptional processes that would affect the stability and/or turnover of *Dicer1* mRNA. In response to changes in the environment, RNA‐binding proteins (RBP) regulate gene expression by affecting the turnover and/or translation of bound mRNAs (Moore, 2005). Previous studies showed that the RBP AUF1 binds *DICER1* mRNA and negatively regulates DICER1 protein levels by lowering the stability of *DICER1* mRNA (Abdelmohsen *et al*., 2012). Therefore, we hypothesized that metformin may enhance DICER1 expression by altering the binding of AUF1 to *DICER1* mRNA. To test this possibility, we performed a ribonucleoprotein immunoprecipitation (RIP) assay to examine the effect of metformin on the AUF1‐*DICER1* mRNA complex. While AUF1 was found to bind *DICER1* mRNA under basal conditions, metformin treatment dramatically reduced this interaction (Fig. 2A). As AUF1 binding degrades *DICER1* mRNA, these data suggest that by triggering the dissociation of AUF1‐*DICER1* mRNA complexes, metformin treatment may stabilize *DICER1* mRNA. To further test this possibility, small interfering RNAs were used to downregulate AUF1 levels in cells. Lowering AUF1 increased *DICER1* mRNA and protein levels (Fig. 2B–D). *DICER1* mRNA levels further increased by metformin treatment, which may reflect an effect on *DICER1* at the transcriptional level (Fig. 2B). Conversely, AUF1 overexpression decreased DICER1 protein levels (Fig. 2E). These findings suggest that metformin treatment enhances DICER1 expression at least in part by dissociating AUF1 from *DICER1* mRNA.

**Figure 2:**
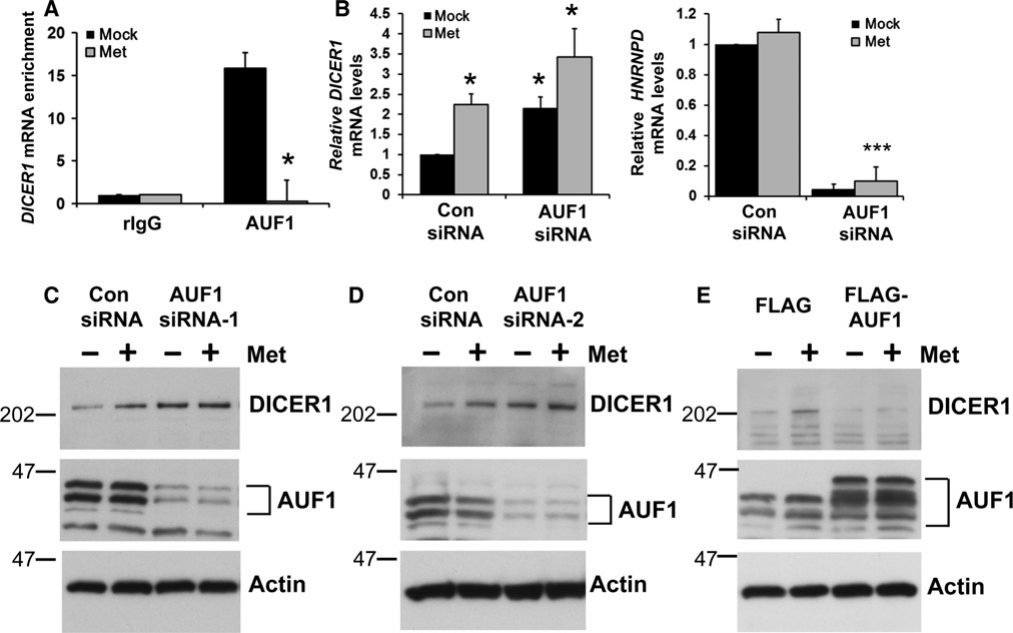
Metformin stabilizes *DICER1* expression through modulating the binding of the RNA‐binding protein AUF1. (A) Serum‐starved HepG2 cells were treated with 500 μm metformin or PBS for 1 h and ribonucleoprotein (RNP) immunoprecipitation (RIP) assays followed by RT–qPCR analysis was used to measure the enrichment of *DICER1* mRNA in AUF1 immunoprecipitates. Each IP was compared to control IgG IP and normalized to *GAPDH* mRNA levels. (B) HeLa cells were transfected with either AUF1 or Control (Con) siRNA and 24 h later, cells were treated with metformin for 24 h. The levels of *HNRNPD* mRNA (which encodes AUF1) and *DICER1* mRNA were measured by RT–qPCR analysis and normalized to *GAPDH* mRNA levels. (C–E) Cells were transfected with either AUF1 siRNA‐1 (Qiagen), AUF1 siRNA‐2 (Santa Cruz) or the indicated FLAG‐tagged plasmids were treated as in (B), and lysates were analyzed by immunoblotting to assess protein levels of DICER1, AUF1 and actin using specific antibodies. Histograms represent the mean + SEM from three independent experiments. ***P < 0.001 or *P < 0.05 by Student's *t*‐test.

The abundance of AUF1 was not altered by metformin treatment of mice or cells in tissue culture (Fig. S1A,B); however, metformin affected AUF1 subcellular localization. Although AUF1 was found in both the cytoplasm and nucleus under basal conditions, by 1 h after addition of metformin, AUF1 had redistributed to a predominantly nuclear localization (Fig. 3A,B). This redistribution to the nucleus in response to metformin was confirmed by fractionating cells into the nuclear and cytoplasmic compartments in both HeLa and WI‐38 cells (Figs 3C, S1D). Given that AMPK is activated in response to metformin, we tested whether AMPK activation is important for the effects of metformin on AUF1 subcellular localization. Treatment with the AMPK inhibitor Compound C blocked AUF1 redistribution to the nucleus in response to metformin (Figs 3A, S1D), suggesting that the effects of metformin on AUF1 localization are influenced by AMPK. Furthermore, lowering AMPK levels using siRNA inhibited AUF1 redistribution from the cytoplasm to the nucleus in response to metformin (Fig. 3D). This translocation of AUF1 from the cytoplasm to the nucleus was associated with the release of AUF1‐*DICER1* mRNA complex, facilitating *DICER1* mRNA stabilization and translation.

**Figure 3:**
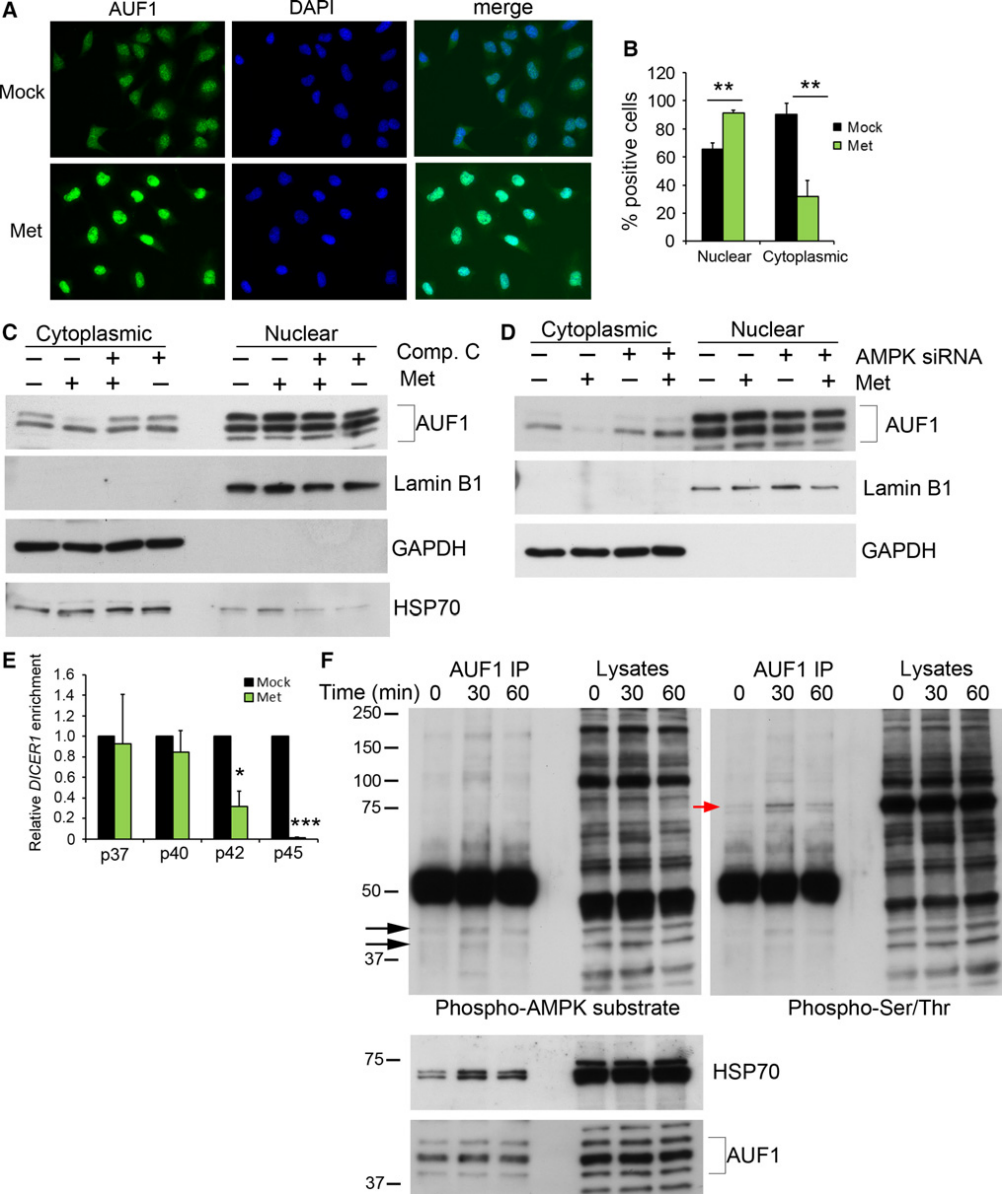
Metformin induces AUF1 nuclear retention. (A) Serum‐starved HeLa cells were treated with 500 μm metformin for 1 h. Cells were fixed and stained with an AUF1 antibody and DAPI. (B) AUF1 staining in the nucleus and cytoplasm was quantified and normalized to DAPI‐stained nuclei. (C) HeLa cells were pretreated with Compound C for 1 h or vehicle and were then subsequently treated with 500 μm metformin for 1 h. Cells were fractionated into cytoplasmic and nuclear fractions and analyzed by immunoblotting with anti‐AUF1, anti‐HSP70, anti‐Lamin B1 (nuclear marker), and anti‐GAPDH antibodies (cytoplasmic marker). (D) HeLa cells were transfected with AMPK siRNA or control and treated with metformin as described above. (E) HeLa cells transfected with individual isoforms of AUF1 were treated with or without metformin, and RIP assays were performed to measure the enrichment of *DICER1* mRNA in FLAG immunoprecipitates. Each IP was compared to control FLAG IP, normalized to *GAPDH* mRNA levels, and then normalized to mock‐treated cells. (F) AUF1 immunoprecipitates from HeLa cells treated with 500 μm metformin for the indicated time points were probed with anti‐phospho‐AMPK substrate, anti‐phospho‐serine/threonine, anti‐HSP70, and anti‐AUF1 antibodies. Black arrows indicate AUF1 phosphorylation, and red arrow indicates HSP70 phosphorylation. Histograms in B and E represent the mean + SEM from three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001 by Student's *t*‐test.

The stoichiometry of the various AUF1 isoforms differed in their subcellular localization in response to metformin. Specifically, the localization of p45 was most affected by metformin, although p42/p40 isoforms (typically found together as a single band) were moderately affected as well. PAR‐CLIP data showed that the p40, p42, and p45 isoforms bind to *DICER1* mRNA; p45 in particular bound to multiple regions within *DICER1* mRNA (Table S1). Given this evidence, we tested whether metformin affected AUF1 isoform binding to *DICER1* mRNA. Each FLAG‐tagged AUF1 isoform was individually transfected into cells, and RIP assays were performed in control and metformin‐treated cells. As shown (Fig. 3E), metformin treatment did not affect p37 or p40 binding to *DICER1* mRNA, but it dramatically decreased *DICER1* mRNA bound to the p42 and p45 isoforms, supporting the notion that AUF1 translocation to the nucleus is associated with the dissociation of *DICER1* mRNA from AUF1.

We next investigated whether AUF1 is phosphorylated in response to metformin. Metformin treatment increased AUF1 phosphorylation as detected using antibodies that recognize the phosphorylated AMPK substrate motif and with phospho‐serine/threonine antibodies (Fig. 3F). Interestingly, several other proteins were prominent in AUF1 immunoprecipitates, among them a ~70‐kDa band. It was previously reported that AUF1 binds to HSP70 and that HSP70 shuttles AUF1 to the nucleus in response to heat shock (Laroia *et al*., 1999). Western blot analysis of HSP70 in the AUF1 immunoprecipitated material revealed that the AUF1‐HSP70 interaction was enhanced in the presence of metformin (Fig. 3F). Finally, HSP70 increased in the nucleus after metformin treatment (Fig. 3C). These data suggest that AUF1 translocation to the nucleus may be modulated by HSP70 binding in response to metformin.

### Metformin inhibits cellular senescence through DICER1

As the functional role of DICER1 in cells is to process miRNAs from precursors to mature miRNAs, it is likely that changes in DICER1 expression would ultimately alter miRNA expression. To test this idea, we analyzed global miRNA profiles using microarrays. 

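The profiles came from the livers of 15 mice, 5 on standard diet (SD), 5 on caloric restriction (CR) and 5 fed metformin (Met), with 1 Agilent mouse miRNA array per mouse. Met mice received 0.1% w/w metformin in the diet. According to the paper, CR mice received 60% of the food allotment of ad libitum animals, and the sample labels give this group as 40% restriction. On these 1-color arrays, Cy3-labeled RNA binds to short probes and a scanner reads the brightness of each spot. Each array carried 13920 spots for 696 mouse miRNAs, measured with 1937 probes, and 715 control spots. The authors deposited the scanner intensities, without normalization between arrays, and a table of z-scores. The deposited z-scores equaled, to within 0.0005, the natural log of each spot's median signal without background subtraction, minus the mean over all spots of the array and divided by their standard deviation. These z-scores were computed here from the scanner intensities, and outlier spots were left out before the spots of a probe, and then the probes of a miRNA, were averaged. Such z-scores give every array the same mean and spread, so a shift shared by all spots is removed. The scanner software detected 170 to 205 miRNAs per array in SD (median 185), 151 to 198 in CR (median 184) and 182 to 191 in Met (median 188). The 178 miRNAs detected on all arrays of at least 1 group were tested with limma, and the number of arrays limits the precision. The Z ratio of a miRNA is the difference between the mean z-scores of 2 groups, divided by the standard deviation of that difference over all mouse miRNAs on the array. A miRNA met the criteria when limma's p was 0.05 or less, its Benjamini-Hochberg adjusted p was 0.3 or less and the absolute Z ratio was 1.5 or more. The paper's methods state these limits for a pairwise z-test. The arrays lay on 2 slides. All SD arrays and those of Met mice 1 to 3 were on slide 1, and all CR arrays and those of Met mice 4 and 5 were on slide 2.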

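Between CR and SD, 31 miRNAs met the criteria, 5 of them higher and 26 lower in CR. Between CR and Met, 37 miRNAs met them, 8 higher and 29 lower in CR. Between Met and SD, 2 miRNAs met them, both lower in Met. At limma's unadjusted p of 0.05 or less, without the other limits, there were 74 miRNAs between CR and SD, 80 between CR and Met and 12 between Met and SD. Scaling each array to the 75th percentile of its detected probes in place of z-scores moved the counts of the 2 comparisons with CR most. That scaling gave 134 miRNAs between CR and SD (127 higher and 7 lower), 117 between CR and Met (107 higher and 10 lower) and 0 between Met and SD, where 3 had an unadjusted p of 0.05 or less. With the slide as a block, 17 miRNAs met the criteria between CR and SD, 34 between CR and Met and 0 between Met and SD, where 5 had an unadjusted p of 0.05 or less.

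The lowest Z ratio between CR and SD was that of miR-720_v18.0, at -9.45, with z-scores of 2.34 ± 0.548 in CR and 3.91 ± 0.706 in SD (mean ± standard deviation, n = 5, limma adjusted p = 0.0154). miR-21a-5p, from a locus inside the gene Vmp1, followed with a Z ratio of -8.06 against SD (limma adjusted p = 0.0191) and had the lowest Z ratio against Met, at -8.43 (limma adjusted p = 0.0262). Its z-score was 2.02 ± 1.09 in CR, 3.36 ± 0.254 in SD and 3.33 ± 0.204 in Met. The CR group was widely spread, with z-scores of 0.838, 0.883, 2.40, 2.93 and 3.07. miR-5097 had a Z ratio of -7.74 between CR and SD (limma adjusted p = 0.00963). The signals of miR-720_v18.0 and miR-5097 varied across arrays together with those of control spots at the array corners. miR-192-5p had a Z ratio of -6.30 between CR and Met, with z-scores of 2.14 ± 0.799 in CR and 3.12 ± 0.0825 in Met (limma adjusted p = 0.0258).

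The highest Z ratio was that of miR-2146_v15.0, at 3.93 between CR and SD (limma adjusted p = 0.0179) and 3.98 between CR and Met, with z-scores of 6.91 ± 0.421 in CR, 6.26 ± 0.219 in SD and 6.29 ± 0.145 in Met. It was followed by miR-2135_v15.0, with Z ratios of 2.98 between CR and SD and 3.70 between CR and Met. The Z ratio of miR-2133_v15.0 was 1.94 between CR and SD, and that of miR-2141_v15.0 was 3.05 between CR and Met. With scaling to the 75th percentile of all probes or with the total gene signal of the scanner software, none of these 4 met the criteria in the comparisons given here. The Z ratio of miR-2146_v15.0 between CR and SD was then 0.619 and 0.744. Among the lower miRNAs, miR-21a-5p and miR-192-5p did not meet the criteria with the total gene signal, nor did miR-720_v18.0 and miR-5097 between CR and SD with the slide as a block. The suffixes of such names, carried by 28 miRNAs on the array, are releases given by the array's annotation. No miRNA named in the text with a suffix, nor miR-5097, matched a locus in the gene table of mouse assembly GRCm38.p6. Whether their probes measure miRNAs was not tested.

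**Figure D1:**
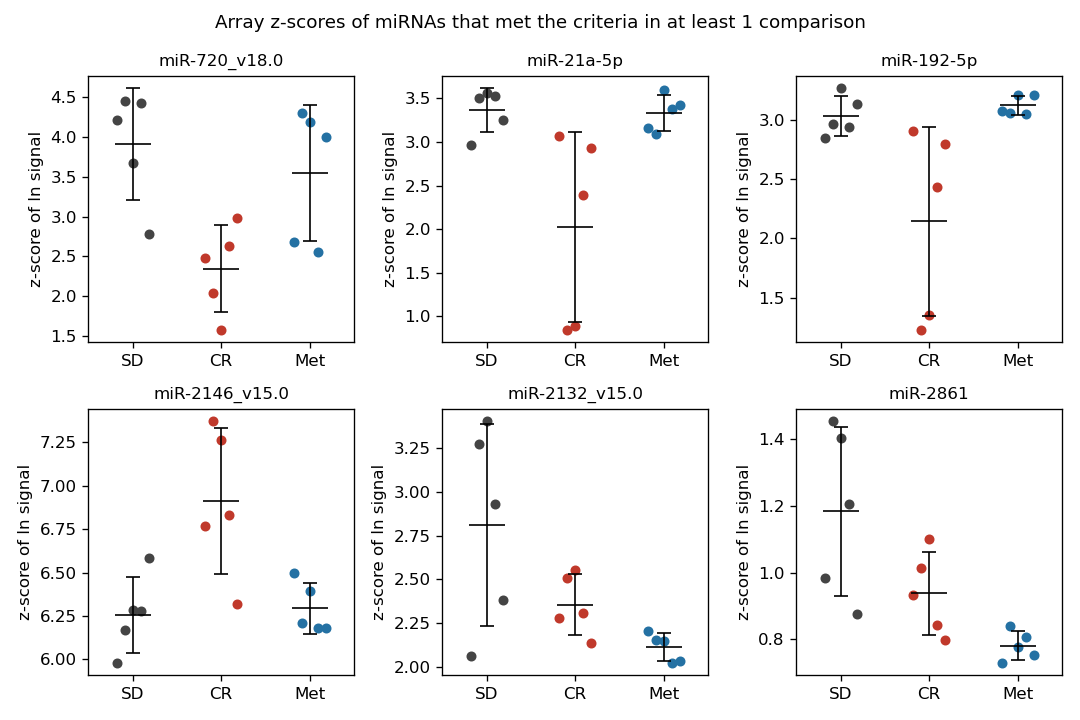
z-scores of the natural log signal (vertical axes, no unit, not starting at 0) of 6 miRNAs that met the criteria in at least 1 comparison, in livers of SD, CR and Met mice. Each point is 1 array, the long bar is the group mean and the whiskers are 1 standard deviation. The CR arrays spread from 0.838 to 3.07 for miR-21a-5p, and for miR-2861 the highest Met array lies at 0.841 and the lowest SD array at 0.877.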

Many miRNAs were significantly altered after metformin treatment or calorie restriction (Fig. 4A; Table S2). 

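Relative to SD, 100 of the tested miRNAs had a higher mean z-score in Met, and none of these 100 met the criteria with limma. The 2 miRNAs that met them were lower in Met. The z-score of miR-2132_v15.0 was 2.11 ± 0.0814 in Met and 2.81 ± 0.578 in SD (mean ± standard deviation, n = 5), a Z ratio of -11.5 with a limma adjusted p of 0.152. It no longer met the criteria without SD mouse 2, 3 or 4 or without Met mouse 4 or 5. The z-score of miR-2861 was 0.782 ± 0.0441 in Met and 1.18 ± 0.253 in SD, a Z ratio of -6.62 with a limma adjusted p of 0.0772. The pairwise test of the paper's methods, run on the same z-scores with the same limits, called 13 miRNAs between Met and SD, 9 higher and 4 lower in Met. It called 27 miRNAs between CR and SD and 36 between CR and Met. With limma and without SD mouse 5, 9 miRNAs met the criteria between Met and SD, 6 of them higher in Met. The largest Z ratio among the miRNAs named here and higher in Met was that of miR-122-5p, at 4.13, with z-scores of 6.32 ± 0.0549 in Met and 6.07 ± 0.214 in SD. Its limma adjusted p was 0.669, and the pairwise test called it. The z-score of miR-1897-3p was lower in Met (0.279 ± 0.0420) than in SD (0.367 ± 0.0992), with a Z ratio of -1.45 and a limma adjusted p of 0.930. miR-133a-5p was detected on 0 of 5 SD arrays and 0 of 5 Met arrays and was not tested.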

Consistent with the higher DICER1 levels in the liver of metformin‐treated mice, many miRNAs were found to be upregulated by metformin (Figs 4A,B, S2). To assess whether the increases in mature miRNAs were due to elevated transcription, we quantified the primary miRNA (pri‐miRNA, the initial unprocessed transcript of miRNAs) transcripts of two miRNAs observed to be differentially expressed in the presence of metformin, miR‐130a‐3p and miR‐92a‐3p (Fig. 4B,C). 

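On the arrays, the z-score of miR-130a-3p was 1.86 ± 0.0758 in Met, 1.63 ± 0.104 in SD and 1.59 ± 0.259 in CR (mean ± standard deviation, n = 5). The Met mice lay between 1.77 and 1.95 and the SD mice between 1.53 and 1.79. The difference of 0.232 between Met and SD (standard error 0.110) gave a Z ratio of 3.80 with a limma adjusted p of 0.673, and the miRNA did not meet the criteria. It met them by the pairwise test of the methods, and with limma when only the SD and Met arrays entered the fit. In CR against SD its Z ratio was -0.284 with z-scores and 1.61 after scaling to the 75th percentile of detected probes. The annotation places Mir130a outside other genes.

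For miR-92a-3p, the z-score was 0.836 ± 0.0218 in Met, 0.717 ± 0.0696 in SD and 0.913 ± 0.0781 in CR. Its Z ratio between Met and SD was 1.95 (limma adjusted p = 0.673), and only the pairwise test called it. In CR against SD, the limma adjusted p was 0.0210 and the Z ratio of 1.17 was under the limit. The miRNA met the criteria there in 7 of 33 alternative settings. CR mouse 3 had a z-score of 0.776 and the other CR mice lay between 0.923 and 0.963. miR-92a is annotated at 2 loci, 1 of them within the host gene Mir17hg. The paper relates the higher miRNA levels in Met livers to the higher DICER1 levels there, and turns to the primary transcripts of these miRNAs to ask whether transcription had risen.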

As shown, neither pri‐miR‐130a nor pri‐miR‐92a levels were significantly increased by metformin or CR (Fig. 4C). These data suggest that the increase in mature miRNAs in mice treated with metformin was not primarily a result of increased transcriptional activity.

**Figure 4:**
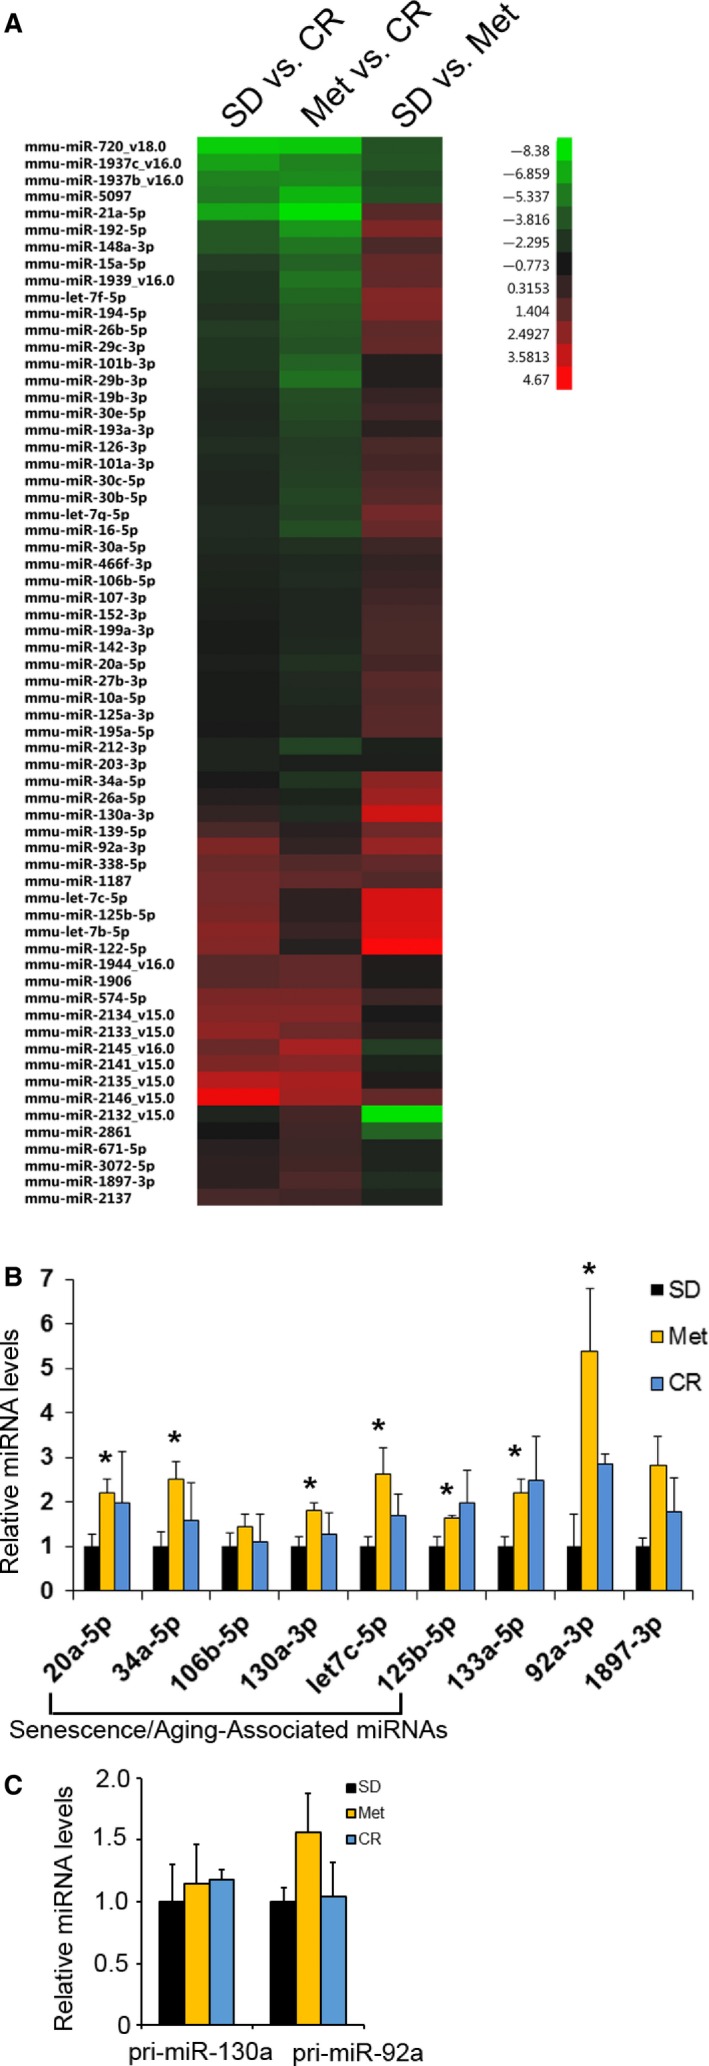
miRNA expression changes in mice treated with metformin or caloric restriction. (A) miRNAs were isolated from livers of mice on standard diet (SD), metformin (Met; 0.1%), or on caloric restriction (CR). Using total liver RNA, miRNA microarray analysis was performed. Heat map indicating miRNAs significantly changed in any of the indicated comparisons (z ratio). (B) RNA was isolated from livers from mice on standard diet (SD), treated with metformin (Met), or on caloric restriction (CR). Mature miRNA (B) or pri‐miRNA levels (C) were quantified by RT–qPCR analysis. The histograms represent the mean + SEM for SD (*n* = 5), Met (*n* = 5), and CR (*n* = 6). *P < 0.05 and **P < 0.01 compared with SD by Student's *t*‐test.

Several of the miRNAs upregulated by metformin (miR‐20a, miR‐30, miR‐34a, miR‐106b, miR‐130a/b, let‐7, miR‐125) are important for regulating cellular senescence or organismal aging (Fig. 4B). Furthermore, many of the targets of these miRNAs are important for regulating senescence (Table S3), and some have opposite expression patterns in response to metformin compared with senescence, suggesting that metformin may affect lifespan by inhibiting cellular senescence. To investigate this possibility, we examined whether metformin affects cellular senescence in culture using several different senescence models: WI‐38 human fetal lung diploid fibroblasts, IMR‐90 human skin fibroblasts, and IDH4 fibroblasts. 

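The arrays held 23 tested miRNAs named miR-20a, miR-30, miR-34a, miR-106b, miR-130a, let-7 or miR-125, while miR-130b-3p was detected on 0 of the SD, CR and Met arrays. The mean z-score was higher in Met than in SD for 21 of the 23, with a median difference of 0.0700 against 0.00838 over all tested miRNAs. Limma's camera test with a preset correlation of 0.01 between miRNAs gave p = 0.000289 for the list. With the correlation estimated from the data its p was 0.252, and fry gave p = 0.238, so the call rested on the preset correlation. None of the 23 met the criteria with limma, 1 had an unadjusted p of 0.05 or less, and 0 had a p of 0.3 or less when adjusted over the list alone. By the pairwise test of the methods, 4 of them met the criteria. The paper names these miRNAs as upregulated by metformin, and all but 9 of the 23 are in Table S2. It does not state that they were chosen on these arrays, but this cannot be excluded. The adjustment over the list alone and the tests of the list are therefore not taken as independent evidence. All 8 let-7 members were higher in Met, with differences from 0.0700 to 0.218, and they were higher under each scaling tried. Of the 8 miR-30 members, 7 were higher, with a largest difference of 0.0641, but only 2 of the 8 were higher with the scanner software's total gene signal.

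The z-score of let-7c-5p was 2.90 ± 0.0868 in Met and 2.70 ± 0.218 in SD (mean ± standard deviation, n = 5), with a Z ratio of 3.20 and a limma adjusted p of 0.930. For miR-20a-5p it was 0.446 ± 0.0589 in Met and 0.422 ± 0.0963 in SD, with a Z ratio of 0.397 that fell to -0.0421 with the total gene signal. For miR-106b-5p, whose locus lies in Mcm7, it was 0.147 ± 0.0350 in Met and 0.161 ± 0.0578 in SD, with a Z ratio of -0.231 that became 0.384 after scaling to the 75th percentile of detected probes. The differences of all 3 were smaller than the standard deviation among SD mice. From the roles of these miRNAs and of their targets in senescence, the paper proposes that metformin may influence lifespan through reduced cellular senescence.

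**Figure D2:**
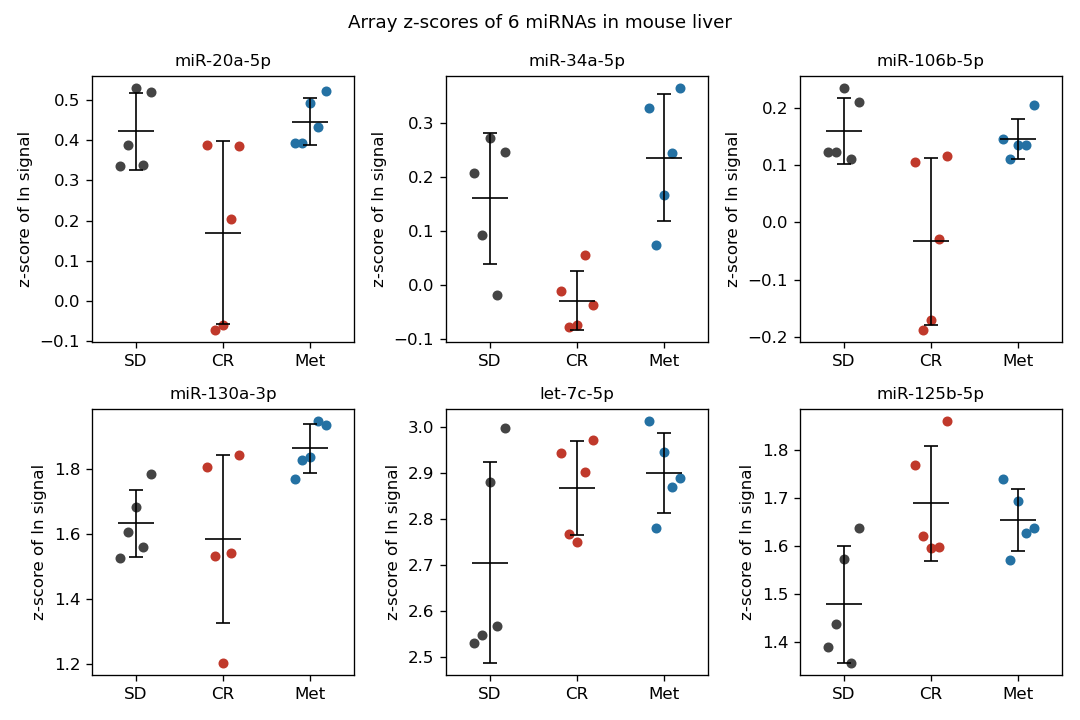
z-scores of the natural log signal (vertical axes, no unit, not starting at 0) of 6 miRNAs in livers of SD, CR and Met mice. Each point is 1 array, the long bar is the group mean and the whiskers are 1 standard deviation. The SD and Met arrays overlap for all 6 miRNAs, and for let-7c-5p the SD arrays spread from 2.53 to 3.00.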

We chose doses of metformin that were comparable to circulating drug levels of mice treated with 0.1% metformin (~0.45 mm; 74.3 mg L^−1^) and the therapeutic range in humans (1.64 ± 0.13 mg L^−1^ to 6.57 ± 0.61 mg L^−1^) (Sum *et al*., 1992). Metformin inhibited replicative senescence in WI‐38 and IMR‐90 cells (Fig. 5A,B,F). In IDH4 cells, senescence is induced by removal of dexamethasone (dex) (Wright *et al*., 1989). Dex was removed, and cells were cultured in the presence of metformin for 7 days; metformin treatment reduced the number of SA‐β‐gal‐positive IDH4 cells (Fig. 5C). Additionally, we induced senescence by exposing WI‐38 and IMR‐90 cells to ionizing radiation (IR). Treatment of cells with metformin delayed IR‐induced senescence, as assessed initially by SA‐β‐gal‐positive cells (Fig. 5D) and subsequently confirmed by examination of two well‐established protein markers of senescence, p16 and p21. All of these markers of senescence were decreased by metformin treatment (Fig. 5F).

**Figure 5:**
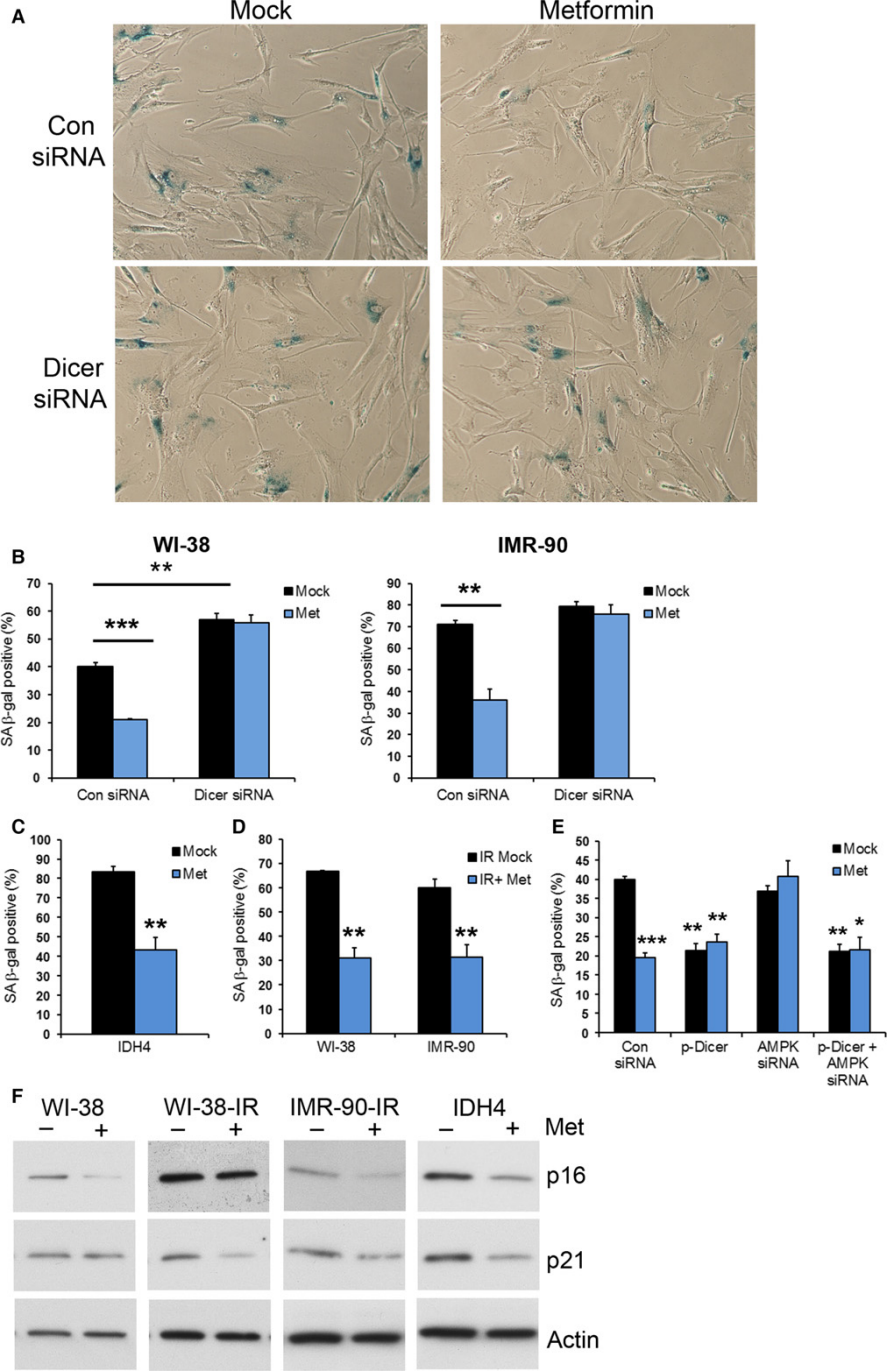
Inhibition of cellular senescence by metformin requires DICER1. Presenescent WI‐38 or IMR‐90 cells were transfected with either the indicated siRNAs or transfected with pDEST‐DICER1 and then either treated with PBS or with 500 μm metformin (Met) for 48 h and stained for SA‐β‐gal activity (A,B,D). (C) IDH4 cells cultured without dex were incubated with metformin. (D) WI‐38 and IMR‐90 cells exposed to ionizing radiation (IR) were treated with metformin. SA‐β‐gal‐positive cells were counted and normalized to the total number of cells. Representative phase‐contrast images from WI‐38 cells from (B) are shown, and the histograms represent the mean + SEM from 3 independent experiments. *P < 0.05, **P < 0.01 and **P < 0.01 by Student's *t*‐test. (F) Lysates from the indicated cell lines and treatments were analyzed for protein levels of senescence markers and actin for a protein loading control.

A further hallmark trait of senescent cells is the secretion of inflammatory cytokines, chemokines, and oncogenes (the senescence‐associated secretory phenotype or SASP) (Coppe *et al*., 2008). We quantified the levels of several mRNAs encoding SASP factors in WI‐38 cells, in IDH4 cells grown without dex, and WI‐38 and IMR‐90 cells exposed to IR. The levels of *IL6, IL8, CXCL1* (which encodes GRO‐a), and *CXCL2* (which encodes GRO‐b) mRNAs decreased by metformin treatment (Fig. 6).

**Figure 6:**
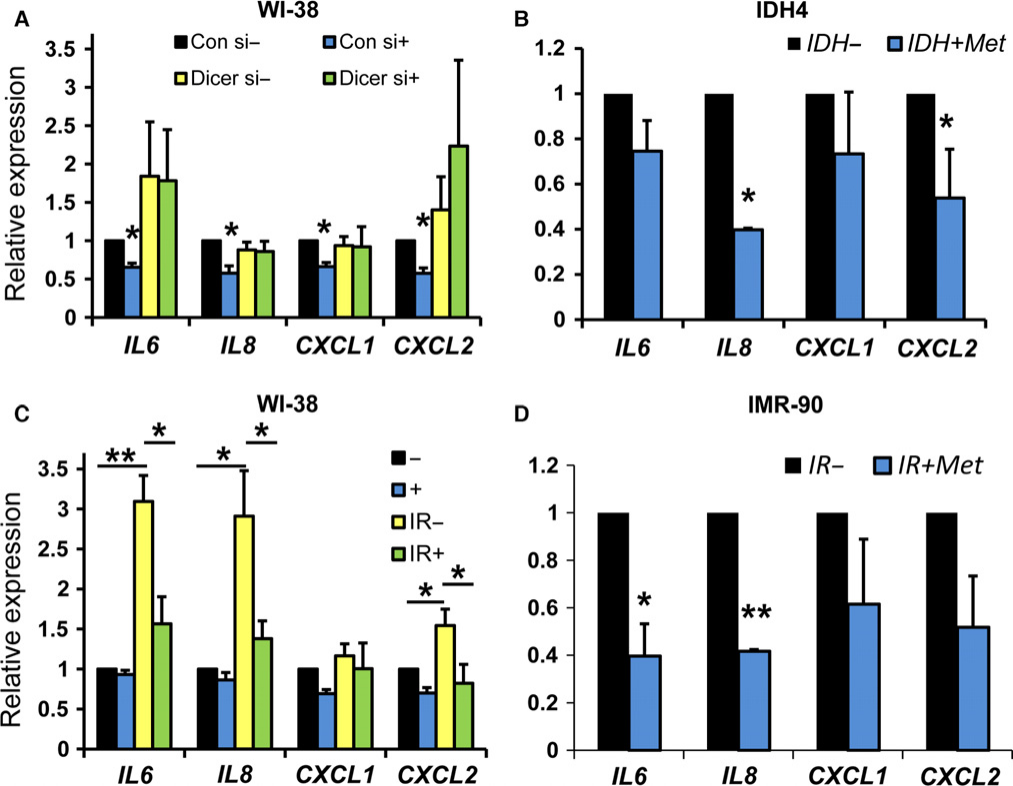
SASP mRNA levels are decreased by metformin. RNA was isolated from the indicated cell lines and treatments as detailed in Experimental procedures. mRNA levels of the indicated genes were quantified by RT–qPCR. IR, ionizing radiation; (−), mock‐treated (+), metformin‐treated.

We next addressed whether the effects of metformin on senescence were dependent on DICER1. SiRNA‐mediated downregulation of DICER1 levels increased cellular senescence and blocked the ability of metformin to lower the number of SA‐β‐gal‐positive cells in both WI‐38 and IMR‐90 cells (Fig. 5A,B). Conversely, overexpression of DICER1 decreased cellular senescence (Fig. 5E). To determine whether AMPK is required for the senescence‐inducing effects of metformin, we silenced AMPK levels. This intervention blocked the metformin‐mediated decrease in SA‐β‐gal‐positive cells, and this effect was reversed with DICER1 overexpression. Collectively, these data indicate that metformin may reduce cellular senescence by promoting DICER1 expression and that AMPK is important for these effects.

## Discussion

Previously, we reported that chronic metformin treatment increases both healthspan and lifespan in mice (Martin‐Montalvo *et al*., 2013). Here, we have found that DICER1 levels are upregulated by metformin treatment in both mice and humans in part through a post‐transcriptional mechanism involving the RBP AUF1. Upregulation of DICER1 by metformin leads to higher levels of a subset of miRNAs important for regulating senescence and aging‐associated pathways. Furthermore, metformin treatment inhibits cellular senescence through a DICER1‐dependent mechanism.

Our data suggest that DICER1 levels may contribute to aging. Consistent results have been observed in a limited number of studies that have examined the role of DICER1 in aging. A study in primary rat cerebromicrovascular endothelial cells (CMVECs) found a decrease in DICER1 levels with age, with concomitant reduction in miRNA expression (Ungvari *et al*., 2013). Furthermore, aged mouse adipocytes also have lower DICER1 levels (Mori *et al*., 2012). Here, we found that *DICER1* mRNA levels decreased with age in human PBMCs, which may provide a mechanism for lower miRNA levels we previously observed in this cell population in the same cohort of individuals (Noren Hooten *et al*., 2010).

Compelling evidence suggests that alterations in DICER1 levels or activity may be important for other age‐associated diseases, especially cancer. In general, DICER1 levels are decreased in different types of human tumors and germline mutations in *DICER1* are associated with a rare type of childhood cancer called pleuropulmonary blastoma (PPB) (Bahubeshi *et al*., 2011; Foulkes *et al*., 2014). Point mutations in *DICER1* have also been described leading to tumor predisposition and referred to as *DICER1* syndrome (Bahubeshi *et al*., 2011; Foulkes *et al*., 2014). However, the role of DICER1 in cancer is complicated as mouse cancer models suggest that loss of one copy of the *Dicer1* gene increases tumorigenesis, whereas loss of both copies inhibits it, leading to the idea that DICER1 functions as a haploinsufficient tumor suppressor (Bahubeshi *et al*., 2011; Foulkes *et al*., 2014). These pieces of evidence may reflect the importance of DICER1 on cell survival and/or indicate that a subset of miRNAs is important for cancer progression. Nevertheless, these studies point to the importance of DICER1 and the need to fully understand the consequences of altering DICER1 levels and/or activity.

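z-scores cannot show a rise shared by all miRNAs, so the overall miRNA signal was compared before any scaling between arrays. Over the 139 miRNAs detected on all arrays, the median log2 signal per array was 7.57 ± 0.06 in Met and 7.56 ± 0.10 in SD (mean ± standard deviation, n = 5), a difference of 0.01 (two-sided exact permutation test, p = 0.905). On slide 1 alone, which held all SD arrays and 3 Met arrays, the difference was -0.03 (two-sided exact permutation test, p = 0.643). Over all miRNAs on the array, most of them not detected, the difference was 0.08 (exact permutation test, p = 0.0238). The negative control spots were brighter too, with a median signal on the linear scale of 115.8 ± 1.79 in Met, 114 ± 2.92 in CR and 109.3 ± 3.90 in SD. Differences over all miRNAs on the array are thus not specific to miRNA spots. The log2 of the summed miRNA signal was lower in Met by a difference of -0.06 (exact permutation test, p = 0.389). After the positive control signal of each array was subtracted from its median over detected miRNAs, the difference between Met and SD was -0.03 (exact permutation test, p = 0.897). In CR the median over detected miRNAs was 7.43 ± 0.11, a difference of -0.13 from SD (two-sided exact permutation test, p = 0.103). The log2 of the summed signal was lower in CR than in SD by a difference of -0.39 (exact permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow). With the positive control signal subtracted from the median over detected miRNAs, the difference of -0.13 became -0.46 (exact permutation test, p = 0.0159). The positive controls alone were brighter in CR by 0.335 log2 (exact permutation test, p = 0.0635), and the larger gap comes from them. Over all miRNAs on the array, the median differed by 0.05 between CR and SD (exact permutation test, p = 0.0794). All CR arrays lay on another slide than the SD arrays. Unscaled signals also vary with labeling and scanning.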

We found increased levels of miRNAs in livers of metformin‐treated mice, consistent with the fact that DICER1 processes precursor miRNAs to mature miRNAs. As DICER1 also plays other important roles in the RNA‐induced silencing complex (RISC) and in RNA metabolism (Burger & Gullerova, 2015), we cannot exclude the possibility that these other functions of DICER1 may be altered by metformin and contribute to metformin signaling. In addition, upregulation of DICER1 by metformin may also be regulated, in part, at the transcriptional level (Blandino *et al*., 2012); a comprehensive view of the spectrum of DICER1 functions influenced by metformin is beyond the scope of this investigation.

By examining the miRNAs that were upregulated by metformin treatment, we observed that several of these miRNAs have been implicated in regulating cellular senescence or aging (Table S3). 

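Among the members of the miR-125 family, the z-score of miR-125b-5p was 1.65 ± 0.0650 in Met, 1.48 ± 0.121 in SD and 1.69 ± 0.119 in CR (mean ± standard deviation, n = 5). The difference of 0.176 between Met and SD (standard error 0.0820) gave a Z ratio of 2.88 with a limma adjusted p of 0.673, and the pairwise test of the methods called it. Without SD mouse 5, it met the criteria with limma at an adjusted p of 0.281. miR-125a-5p and miR-125a-3p differed by 0.141 and 0.0328 between Met and SD, and neither met the criteria. All 3 members were higher in Met, and 2 of the 3 were higher with the total gene signal. miR-125b is annotated at 2 loci, 1 of them within Mir100hg.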

Notably, we found that metformin treatment upregulated miR‐125, a putative homolog of the *C. elegans* miRNA lin‐4, which is a well‐established regulator of lifespan in worms (Boehm & Slack, 2005; Ibáñez‐Ventoso *et al*., 2008). Mutation of *dicer* decreases *C. elegans* longevity in response to heat stress, an effect that can be rescued by overexpression of lin‐4 (Mori *et al*., 2012). Here, the increase in miR‐125‐5p levels coincided with lifespan extension in mice in response to metformin (Boehm & Slack, 2005; Martin‐Montalvo *et al*., 2013). It will be interesting in future studies to examine whether miR‐125 has life‐extending properties, similar to those conferred to *C. elegans* by its homolog lin‐4.

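miR-34a-5p had a z-score of 0.236 ± 0.118 in Met, 0.161 ± 0.121 in SD and -0.0288 ± 0.0546 in CR (mean ± standard deviation, n = 5). Its Z ratio between Met and SD was 1.23 (limma adjusted p = 0.930), a difference smaller than the standard deviation within either group. Between CR and Met the Z ratio was -1.70 (limma adjusted p = 0.0142), and the miRNA met the criteria. After scaling to the 75th percentile of detected probes, this direction was reversed, with a Z ratio of 0.882 (limma adjusted p = 0.358). It was -1.24 with z-scores over detected miRNAs and -0.833 with the total gene signal, and the criteria were also not met without CR mouse 5 or Met mouse 1. In CR against SD the Z ratio was -1.14 with z-scores and 1.39 after the percentile scaling.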

Other miRNAs upregulated by metformin have also been linked to aging in model systems, including miR‐34. An age‐associated alteration in miR‐34 occurs in the mouse and overexpression of miR‐34 in *Drosophila* extends lifespan (Li *et al*., 2011; Liu *et al*., 2012). miR‐34 may play an important role in responding to DNA damage and also in protecting against osteoporosis and neurodegeneration (Kato *et al*., 2009; Liu *et al*., 2012; Krzeszinski *et al*., 2014). Metformin has been shown to upregulate miR‐34a in cancer cells in culture (Do *et al*., 2014). In addition to miR‐125 and miR‐34a, compelling evidence also suggests that other miRNAs including miR‐20a, miR‐30, miR‐106b, miR‐130a/b, and let‐7 family members are important regulators of cellular senescence (Table S3) (Abdelmohsen & Gorospe, 2015). With advancing age, the number of senescent cells increases and contributes to age‐related physiology and pathologies (van Deursen, 2014). We propose that one potential mechanism by which metformin increases lifespan is through inhibition of cellular senescence. Metformin decreases senescence in several different cell lines and senescence model systems. We provide evidence that metformin lowers protein levels of p16 and/or p21 and also decreases levels of *IL6, IL8, CXCL1* and *CXCL2* mRNAs, all encoding critical SASP factors. A previous report found that metformin enhances cellular senescence using different cell model systems and high doses of metformin (1–5 mm) with possible value in cancer therapy (Cufi *et al*., 2012). Here, we chose a lower range of concentrations (100–500 μm) that reflects the physiological circulating levels of metformin in mice and in diabetic patients treated with metformin (Sum *et al*., 1992).

We describe a post‐transcriptional mechanism whereby metformin treatment causes the redistribution of the RBP AUF1 from the cytoplasm to the nucleus, associated with a disruption of its interaction with *DICER1* mRNA that causes increased *DICER1* mRNA and protein levels. Cellular glucose levels also regulate AUF1 shuttling to the nucleus and AMPK is important for this effect (Gao *et al*., 2014). Here, we found that AMPK is also important in mediating the effects of metformin on AUF1 redistribution to the nucleus. Furthermore, metformin increased the phosphorylation of AUF1 and enhanced AUF1 binding to HSP70, an interaction that shuttles AUF1 to the nucleus in response to heat‐shock (Laroia *et al*., 1999). We found evidence that metformin enhanced AUF1 binding to HSP70 and increased HSP70 localization in the nucleus. Interestingly, a ~70 kDa band that was serine–threonine‐phosphorylated in AUF1 immunoprecipitates might represent HSP70, recently identified as a substrate of AMPK (Schaffer *et al*., 2015). It has been observed that phosphorylation of AUF1 has been reported to regulate AUF1 protein stability and binding to target mRNAs (Wilson *et al*., 2003; Li *et al*., 2013). AUF1 has also been implicated in regulating cellular senescence and also targets p16^INK4a^, a potent regulator of senescence (Guo *et al*., 2010; Pont *et al*., 2012). It will be interesting to determine whether other AUF1 targets are also affected by metformin.

Although the actions of metformin have been extensively studied for decades, the underlying mechanisms remain unclear. Here, we have extended our mouse lifespan studies by showing that chronic metformin treatment affects DICER1 levels both in mice and humans. This new insight will hopefully aid both in identifying novel targets for development of agents that could be important in the primary or secondary prevention of cancer and increasing healthspan in older individuals. Currently, the FDA is considering a clinical trial called Targeting Aging with Metformin (TAME), which aims to assess whether metformin can delay aging and age‐related diseases. Our studies provide timely insight into the molecular mechanisms through which metformin elicits anti‐aging effects in mice and humans.

## Experimental procedures

### Human study participants and mouse models

For Fig. 1A, a subcohort of young (30 years) and older (64 years) participants from the Healthy Aging in Neighborhoods of Diversity across the Life Span study (HANDLS) (Evans *et al*., 2010) were chosen for examination of *DICER1* and *DROSHA* mRNA levels with age. Clinical information on this subcohort has been described previously and is also listed in Table 1A (*n* = 14/group) (Noren Hooten *et al*., 2010) and explained in the Supporting Information. *DICER1* levels were quantified from PBMCs by RT–qPCR analysis as described below and in Supporting Information.

Frozen tissue from Martin‐Montalvo *et al*. was used for the current study (Animal protocol #: 352‐TGB‐2015). Livers from C57BL/6 mice on metformin (0.1% w/w in diet), calorie restriction (60% daily food, AIN‐93G, allotment compared with *ad lib* animals) or standard diet (AIN‐93G diet) used for these studies were described previously (Martin‐Montalvo *et al*., 2013).

Global microRNA expression from livers of the same cohort of mice (*n* = 5 per group) whose global gene expression profile was previously reported (Accesssion Number: GSE40936) (Martin‐Montalvo *et al*., 2013). Total RNA including miRNAs was isolated using the Absolutely RNA miRNA Kit (Agilent) and analyzed using the Agilent Mouse miRNA Microarray 15.0. Microarray was performed and analyzed as previously described (Noren Hooten *et al*., 2013). 

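The standard deviation of the differences in mean z-score, which divides each difference to give the Z ratio, was 0.0609 between Met and SD, 0.166 between CR and SD and 0.155 between CR and Met. The same Z ratio limit therefore admitted smaller differences between Met and SD than in the comparisons with CR. With a limma adjusted p of 0.05 or less and no Z ratio limit, 1 miRNA changed between Met and SD, 55 between CR and SD and 61 between CR and Met. The 1 miRNA between Met and SD was miR-680, named after its values were seen, with z-scores of -0.164 ± 0.0254 in Met and -0.0758 ± 0.0228 in SD (mean ± standard deviation, n = 5, limma adjusted p = 0.0495) and a Z ratio of -1.44.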

Individual miRNAs with pairwise z‐test *P* value ≤ 0.05, absolute value of *Z* ratio ≥ 1.5, with fdr ≤ 0.3 were considered significantly changed. The microRNA microarray data can be accessed at GEO (Accession Number: GSE73393). miRNA expression information from heat map is in Table S2.

### Cell lines, reagents, and transfections

HepG2 cells were maintained in Minimal Essential Media containing 10% fetal bovine serum (FBS) and HeLa, IMR‐90 and IDH4 cells were grown in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% FBS. IDH4 cells were further supplemented with 1 μg mL^−1^ dexamethasone (Wright *et al*., 1989). WI‐38 human fetal lung diploid fibroblasts (HDFs, Coriell Cell Repositories) were grown in DMEM supplemented with 10% FBS and 1% nonessential amino acids. All media contained penicillin/streptomycin. Metformin (Farmhispania S.A., Barcelona, Spain) was made fresh as a 100 mm stock solution in PBS. PBS was used as a vehicle control in all experiments. Compound C (Dorsomorphin) was purchased from Sigma‐Aldrich, St. Louis, MO, USA.

Cells were transfected using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) with siRNAs directed to *AUF1* (Qiagen, Hilden, Germany; AAGATCCTATCACAGGGCGAT), *AUF1* (Santa Cruz; sc‐37028), *DICER1* (Santa Cruz Biotechnologies, Dallas, Texas, USA; sc‐40489), *PRKAA1*, and *PRKAA2* (AMPKα1 and AMPKα2; both SMARTpools from Dharmacon) or a control siRNA (Qiagen; All Stars Negative Control). FLAG‐tagged plasmids containing p37, p40, p42, or p45 AUF1 isoforms were transfected together in equal concentrations (Fig. 2E) or individually for RIP experiments. Twenty‐four hours after transfection, HeLa cells were treated with 500 μm metformin or PBS in low serum media (0.1% FBS) for 24 h. HeLa cells were fractionated as described in Supporting Information.

WI‐38 and IMR‐90 cells were pretreated for 1 h with 500 μm metformin and then exposed to 10 Gy of ionizing radiation. Media and metformin was changed every 48 h, and RNA, protein, and SA‐β‐gal staining (described in Supporting Information) were performed 7 days after IR. To induce senescence in IDH4 cells, dexamethasone was removed and media changed to charcoal‐stripped FBS with or without 500 μm metformin. Media was changed every 48 h and after 7 days, RNA and protein were isolated, and SA‐β‐gal staining was performed.

### Reverse transcription (RT) followed by real‐time, quantitative (q)PCR analysis

RNA was reverse‐transcribed using the QuantiMir cDNA kit (System Biosciences, Mountain View, CA, USA) according to the manufacturer's instructions and real‐time, quantitative (q)PCR amplification of mRNA, rRNA, pri‐microRNA, and microRNA was carried out as explained in the Supporting Information.

### Immunoprecipitation, immunoblotting, and immunofluorescence

Mouse livers were homogenized in RIPA buffer containing protease and phosphatase inhibitors. Lysates were centrifuged, and equal protein concentrations of the supernatant were analyzed using SDS‐PAGE. For immunoprecipitation experiments, HeLa cells were serum‐starved in 0.1% FBS‐containing media for 18 h then treated for the indicated times with 500 μm metformin or PBS. Cells were lysed in a buffer containing TBS, 1% Triton‐X100, 2 mm EDTA, and phosphatase and protease inhibitors, clarified, and incubated with Gamma bind beads precoated with anti‐AUF1 antibodies (Cell Signaling, Danvers, MA, USA) for 1.5 h. After extensive washing, immunoprecipitations were analyzed by SDS‐PAGE. The antibodies used for immunoblotting are described in the Supporting Information.

AUF1 immunofluorescence in HeLa cells was analyzed as described in Supporting Information, using a Zeiss Observer D1 microscope with an AxioCam1Cc1 camera at a set exposure time.

### Immunoprecipitation of ribonucleoprotein (RNP) complexes

HepG2 cells were starved for 18 h and then treated in serum‐free media for 1 h with 500 μm metformin or PBS, and ribonucleoprotein (RNP) immunoprecipitation (RIP) assays were carried out as described previously (Yoon *et al*., 2014). To test AUF1 isoform binding to *DICER1* mRNA, HeLa cells were transfected with individual plasmids encoding FLAG‐tagged p37, p40, p42, or p45 AUF isoforms. RIP analysis is described in Supporting Information.

## Funding info

No funding information provided.

## Author contributions

NNH and MKE designed the study. NNH performed the experiments. AM‐M, MB, and RdC performed the metformin mouse study. MG provided reagents, PAR‐CLIP, and advice. ABZ and MKE are coprincipal investigators of HANDLS. DFD isolated RNA and performed primary miRNA RT–qPCR and target prediction analysis. YZ and KGB performed microarray analysis. NNH wrote the paper with input from all authors.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

**Fig. S1** AUF1 protein levels and subcellular localization in response to metformin.
**Fig. S2** RT‐qPCR analysis of miRNAs from liver of mice on standard diet, treated with metformin or on caloric restriction.
**Table S1** PAR‐CLIP analysis of AUF1 isoform binding to *DICER1* mRNA.
**Table S2** miRNA expression data from heat map.
**Table S3** Predicted, senescence‐related miRNA targets.
**Table S4** RT‐qPCR primers used in this study.
**Data S1** Supporting Experimental Procedures. Click here for additional data file.

# Supplementary material for: Metformin‐mediated increase in DICER1 regulates microRNA expression and cellular senescence
**Source:** Aging Cell. 2016 Mar 17;15(3):572–81. doi: 10.1111/acel.12469
**Supplement:** Supplementary file 1 — Fig. S1 AUF1 protein levels and subcellular localization in response to metformin. Fig. S2 RT‐qPCR analysis of miRNAs from liver of mice on standard diet, treated with metformin or on caloric restriction. Table S1 PAR‐CLIP analysis of AUF1 isoform binding to DICER1 mRNA. Table S2 miRNA expression data from heat map. Table S3 Predicted, senescence‐related miRNA targets. Table S4 RT‐qPCR primers used in this study. Data S1 Supporting Experimental Procedures.

## Supporting Information

### Supporting Experimental Procedures

#### Human study participants and mouse models

The HANDLS study is approved by the Institutional Review Board of the National Institute of Environmental Health Sciences, National Institutes of Health. All of the participants signed a written informed consent document. To examine *DICER1* levels in non-diabetics, diabetics taking sulfonylureas (but not metformin) and diabetics taking metformin, individuals from HANDLS were chosen by creating a three-group match for age, sex, race and BMI (below or above obesity cut-off) (Table IB). BMI greater or equal to 30 kg/m<sup>2</sup> is classified as obese. Diabetes mellitus is defined by self-report, use of oral hypoglycemic agents or fasting blood sugar >125 mg/dl. Euglycemic patients have fasting glucoses of 99 and below.

*DICER1* levels were quantified from PBMCs by RT-qPCR analysis blinded to group assignment and normalized to the average of *HPRT* mRNA and *UBC* mRNA expression levels. Previously, we found that these reference genes were the least variable in human PBMCs (Noren Hooten *et al.* 2010). We used separate mixed-model regressions to account for matching and to examine differences in expression among the three treatment groups by comparing non-diabetics to diabetics taking sulfonylureas (but not metformin) and non-diabetics to diabetics taking metformin. We used R to perform all analyses and we set statistical significance to  $p < 0.05$ .

Frozen tissue from Martin-Montalvo *et al.* was used for the current study (Animal protocol #: 352-TGB-2015). Livers from C57BL/6 mice on metformin (0.1% w/w in diet), calorie restriction (60% daily food, AIN-93G, allotment compared to *ad lib* animals) or standard diet (AIN-93G diet) used for these studies were described previously (Martin-Montalvo *et al.* 2013). More information about animal procedures, housing and diets are detailed elsewhere (Martin-Montalvo *et al.* 2013).

#### Reverse transcription (RT) followed by real-time, quantitative (q)PCR analysis

Forward primers were designed to match the exact sequence of the mature miRNA and a universal reverse primer was provided by the manufacturer. For senescence experiments, RNA was reverse transcribed using random hexamers and reverse transcriptase. Specific primers were used to detect the levels of expressed mRNAs. All primer sequences are listed in Table S4. SYBR Green PCR master mix (Applied Biosystems) was used for real-time quantitative (q)PCR amplification using an Applied Biosystems 7500 Real-Time PCR machine. For mouse studies, miRNAs were normalized to *U6* expression levels and mRNA levels were normalized to *Gapdh* mRNA levels. *GAPDH* mRNA levels were used to

normalize mRNA levels from human cell lines. *18S* was used for normalization in senescence experiments. Primer sequences are listed in Table S4.

For the analysis of mouse pri-miRNAs, RNA was reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (Life Technologies) according to the manufacturer's instructions. Mouse primary miRNAs (pri-miRNAs) were quantified using Taqman Pri-miRNA primers and probes for mmu-miR-92a-1 (Assay ID Mm03306814\_pri) and mmu-miR-130a (ID Mm03306263\_pri). Taqman Gene Expression Master Mix (Life Technologies) was used for real-time RT-PCR on an Applied Biosystems 7500 Real-Time PCR machine. Primary miRNAs were normalized to *Gapdh* expression levels.

### **Cell fractionation and antibodies used for immunoblotting**

To fractionate HeLa or WI-38 cell nuclear and cytoplasmic compartments, cells serum-starved for 18 hrs were pre-treated with 5  $\mu$ M Compound C or DMSO control for 1 hr and then treated for 1 hr with 500  $\mu$ M metformin or PBS and then fractionated into cellular and nuclear compartments using the NE-PER kit from Thermo Scientific according to manufacturer's instructions. An additional wash of the nuclear pellet with cold PBS was included to prevent cytoplasmic contamination into the nuclear fraction. Samples were analyzed by SDS-PAGE and immunoblotted as described above.

For immunoblotting, we used antibodies that recognized AUF1 (Millipore; 07-260), p21 (Millipore; 05-345), p16 (BD Biosciences; 51-1325GR), DICER1 (sc-30226), GAPDH (sc-32233), HSP70 (Abcam; 2787), Phospho-AMPK-substrate motif (Cell Signaling; 5759), Phospho-Serine/Threonine (Abcam; 17464), lamin-B1 (sc-6216), and actin (sc-1616); 'sc' antibodies were from Santa Cruz Biotechnology. DICER1 protein levels were quantified from immunoblots using ImageJ and normalized to actin (n=8 mice per condition).

### **Immunoprecipitation of ribonucleoprotein (RNP) complexes**

For ribonucleoprotein (RNP) immunoprecipitation (RIP) assays, cells were lysed for 10 min on ice in a buffer containing 20 mM Tris-HCl pH 7.5, 100 mM KCl, 5 mM MgCl<sub>2</sub>, 0.5% NP-40, RNaseOUT and protease inhibitors and then centrifuged at 10,000 *g* for 15 min at 4°C. The supernatants were incubated with mouse IgG agarose beads (Sigma-Aldrich) that were precoated with anti-FLAG M2 antibodies or Gamma bind beads precoated with anti-AUF1 (Millipore; 07-260) or rabbit IgG (Santa Cruz Biotechnology) antibodies overnight at 4°C. After extensive washing with ice-cold NT2 buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM MgCl<sub>2</sub>, 0.05% NP-40), the complexes were incubated with DNase I (RNase-free; Ambion) for 10 min at 30°C and subsequently with 0.1% SDS, Proteinase K (0.5 mg/ml)

for 15 min at 55°C to digest proteins present on the beads. RNA was extracted using acidic phenol, precipitated in the presence of glycoblue, and quantified by RT-qPCR analysis.

### **Immunofluorescence**

HeLa cells plated on glass coverslips were serum-starved for 18 hrs and then treated for 1 hr with 500  $\mu$ M metformin or PBS. Cells were fixed in 3.7% formaldehyde in PBS for 15 min, permeabilized with 0.5% Triton X-100 in TBS for 3 min, washed in TBS, and then blocked for 1 hr in TBS containing 1% BSA and 10% goat serum. Cells were incubated with anti-AUF1 antibodies (Millipore) for 1 hr, washed, and incubated with secondary antibodies (Thermo Fisher Scientific) for 1 hr, washed and then stained with DAPI. Fluorescent images were taken on a Zeiss Observer D1 microscope with an AxioCam1Cc1 camera at a set exposure time.

### **microRNA microarray**

We analyzed global microRNA expression from livers of the same cohort of mice (n=5 per group) whose global gene expression profile was previously reported (Accession Number: GSE40936)(Martin-Montalvo *et al.* 2013). Total RNA including miRNAs was isolated using the Absolutely RNA miRNA Kit (Agilent) and analyzed using the Agilent Mouse miRNA Microarray 15.0. Microarray was performed and analyzed as previously described (Noren Hooten *et al.* 2013). Individual miRNAs with pairwise z-test p value  $\leq 0.05$ , absolute value of Z ratio  $\geq 1.5$ , with  $\text{fdr} \leq 0.3$  were considered significantly changed. The microRNA microarray data can be accessed at GEO (Accession Number: GSE73393). miRNA expression information from heat map are in Table S2.

### **SA- $\beta$ -Gal staining**

Pre-senescent WI-38 cells at passage ~38 or IMR-90 cells at passage ~52, were transfected with control siRNA, *DICER1* siRNA, *PRKAA1* and *PRKAA2* (encoding AMPK $\alpha$ 1 and AMPK $\alpha$ 2) or pDESTmycDICER1 (Addgene). Eight hours later, HDFs were treated with either PBS or 500  $\mu$ M metformin; 48 hrs later, the presence of senescence-associated  $\beta$ -galactosidase (SA- $\beta$ -gal) in HDFs was assessed using a kit from Cell Signaling.

## **Supporting Figure Legends**

**Figure S1.** AUF1 protein levels and subcellular localization in response to metformin. (A) AUF1 protein levels were assessed by immunoblotting liver lysates from mice treated with metformin (n=8 mice/group)

and from (B) serum-starved HeLa cells treated with metformin for 1 hr (n=3). (C) AUF1 protein levels were quantified from immunoblots and normalized to actin. Histogram represents the mean + SEM. (D) WI-38 cells were pretreated with Compound C for 1 hr or vehicle and were then subsequently treated with 500  $\mu$ M metformin for 1 hr. Cells were fractionated into cytoplasmic and nuclear fractions and analyzed by immunoblotting with anti-AUF1, anti-Lamin B1 (nuclear marker) and anti-GAPDH antibodies (cytoplasmic marker).

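On the arrays, the miRNAs miR-21a-5p, miR-320-3p, miR-877-5p and miR-2861 gave the following values in the same 3 groups. miR-21a-5p had a Z ratio of -0.537 between Met and SD (limma adjusted p = 0.953), and its sign changed with quantile normalization, where it was 0.0238. miR-320-3p was close to background, with z-scores of -0.176 ± 0.0294 in Met, -0.128 ± 0.0296 in SD and -0.150 ± 0.0184 in CR (mean ± standard deviation, n = 5). It was detected on 5 Met arrays, 4 SD arrays and 4 CR arrays, and its Z ratio between Met and SD was -0.781 (limma adjusted p = 0.351). That Z ratio was 1.35 with the total gene signal. miR-877-5p, from a locus in Abcf1, was detected on 4 of 5 SD arrays and on 0 Met and 0 CR arrays, and was not tested. miR-2861 had a z-score of 0.938 ± 0.124 in CR, and its Z ratio between CR and SD was -1.48 (limma adjusted p = 0.0772). Scaling to the 75th percentile of detected probes turned that Z ratio to 0.678.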

**Figure S2.** RT-qPCR analysis of miRNAs from liver of mice on standard diet (SD), treated with metformin (Met) or on caloric restriction (CR). \*p<0.05 by Student's t-test.

**Table S1.** PAR-CLIP analysis of AUF1 isoform binding to *DICER1* mRNA.

**Table S2.** miRNA expression data from heat map.

**Table S3.** Predicted, senescence-related miRNA targets.

**Table S4.** RT-qPCR primers used in this study.

## Supporting References

- Martin-Montalvo A, Mercken EM, Mitchell SJ, Palacios HH, Mote PL, Scheibye-Knudsen M, Gomes AP, Ward TM, Minor RK, Blouin MJ, Schwab M, Pollak M, Zhang Y, Yu Y, Becker KG, Bohr VA, Ingram DK, Sinclair DA, Wolf NS, Spindler SR, Bernier M, de Cabo R (2013). Metformin improves healthspan and lifespan in mice. *Nature communications*. **4**, 2192.
- Noren Hooten N, Abdelmohsen K, Gorospe M, Ejiogu N, Zonderman AB, Evans MK (2010). microRNA expression patterns reveal differential expression of target genes with age. *PloS one*. **5**, e10724.
- Noren Hooten N, Fitzpatrick M, Wood WH, 3rd, De S, Ejiogu N, Zhang Y, Mattison JA, Becker KG, Zonderman AB, Evans MK (2013). Age-related changes in microRNA levels in serum. *Aging (Albany NY)*. **5**, 725-740.

**A**

| SD    | Met |
|-------|-----|
| AUF1  |     |
| Actin |     |

**B**

| Mock  | Met |
|-------|-----|
| AUF1  |     |
| Actin |     |

**C**

| Sample       | SD/Mock | Met  |
|--------------|---------|------|
| mouse livers | 1.0     | 1.05 |
| HeLa cells   | 1.0     | 0.95 |

**D**

| Cytoplasmic |   |   |   | Nuclear |   |   |   |         |
|-------------|---|---|---|---------|---|---|---|---------|
| -           | - | + | + | -       | - | + | + | Comp. C |
| -           | + | + | - | -       | + | + | - | Met     |
| AUF1        |   |   |   |         |   |   |   |         |
| Lamin B1    |   |   |   |         |   |   |   |         |
| GAPDH       |   |   |   |         |   |   |   |         |

WI38

WI38

Figure S2

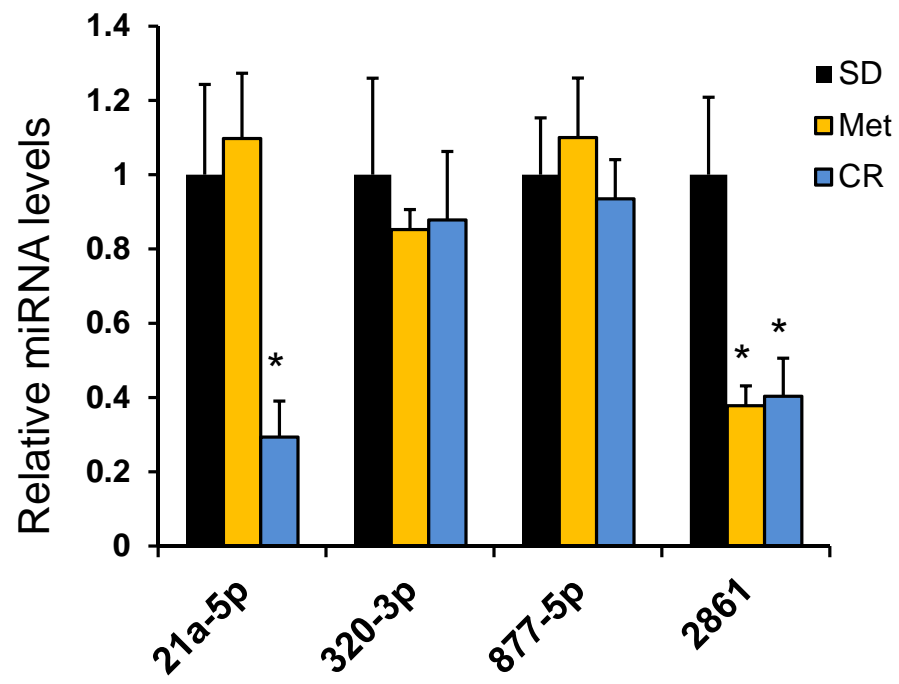

**Table S1.** PAR-CLIP analysis of AUF1 isoform binding to DICER1 mRNA. Datasets are from Yoon, JH et al., 2014; Nature Communications, 5, 5248.

| Isoforms | Chromoso | Strand | Start    | End      | GroupID | GroupSequence                                           | Read<br>Count | Conversion<br>LocationCount | Conversion<br>EventCount | Fraction of<br>T to C conversion | Transcript<br>Location | TranscriptID    | Gene<br>Name |
|----------|----------|--------|----------|----------|---------|---------------------------------------------------------|---------------|-----------------------------|--------------------------|----------------------------------|------------------------|-----------------|--------------|
| p37      | -        | -      | -        | -        | -       | -                                                       | -             | -                           | -                        | -                                | -                      | -               | -            |
| p40      | chr14    | -      | 95553660 | 95553690 | G3602   | ATATTTCTTTTCTTTTCTTTTATATTACG                           | 5             |                             | 0                        |                                  | 0 3'utr                | ENST00000343455 | DICER1       |
| p40      | chr14    | -      | 95554015 | 95554038 | G3603   | TTTTAAAATTCTTTTATAATATG                                 | 5             |                             | 1                        |                                  | 1 3'utr                | ENST00000343455 | DICER1       |
| p40      | chr14    | -      | 95555346 | 95555380 | G3604   | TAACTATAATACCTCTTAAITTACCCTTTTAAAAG                     | 10            |                             | 0                        |                                  | 0 3'utr                | ENST00000343455 | DICER1       |
| p40      | chr14    | -      | 95570387 | 95570421 | G3605   | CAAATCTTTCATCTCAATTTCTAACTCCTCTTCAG                     | 6             |                             | 0                        |                                  | 0 coding               | ENST00000541352 | DICER1       |
| p42      | chr14    | -      | 95553660 | 95553685 | G11349  | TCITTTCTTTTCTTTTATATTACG                                | 7             |                             | 1                        |                                  | 1 3'utr                | ENST00000343455 | DICER1       |
| p45      | chr14    | -      | 95587720 | 95587739 | G10898  | CCCATTACTATTAACCTCCAG                                   | 5             |                             | 2                        |                                  | 1 intron               | ENST00000343455 | DICER1       |
| p45      | chr14    | -      | 95552935 | 95552969 | G10896  | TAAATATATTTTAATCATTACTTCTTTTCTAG                        | 5             |                             | 2                        |                                  | 0.8 3'utr              | ENST00000343455 | DICER1       |
| p45      | chr14    | -      | 95589019 | 95589046 | G10899  | ACTATCTAATCCAACCCACTTATTTTGG                            | 6             |                             | 1                        |                                  | 0.666666667 intron     | ENST00000343455 | DICER1       |
| p45      | chr14    | -      | 95555697 | 95555749 | G10897  | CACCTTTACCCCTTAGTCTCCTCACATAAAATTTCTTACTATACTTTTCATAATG | 6             |                             | 3                        |                                  | 0.5 3'utr              | ENST00000343455 | DICER1       |

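Table S2 lists 64 miRNAs, each with a Z ratio, a fold change and a p for the 3 comparisons, and all 64 were among the tested miRNAs. The 40 miRNAs that met the criteria with limma in any comparison were all in Table S2, and 24 of its miRNAs met them in none. Across the 64 miRNAs, which are not independent replicates, the recomputed Z ratios had a Pearson correlation with those of Table S2 of 0.972 between Met and SD, 0.975 between CR and SD and 0.988 between CR and Met. The direction was the same for 57 of the 64 between Met and SD, 63 between CR and SD and 62 between CR and Met. Of the miRNAs past the p and Z ratio limits in the paper's table, limma called 2 of 15 between Met and SD, 23 of 33 between CR and SD and 36 of 48 between CR and Met. Table S2 gives no FDR, so its miRNAs were not held to the FDR limit here, while limma's calls were. In Table S2 the Z ratio and the fold change have opposite signs for 3 miRNAs between Met and SD and for 4 in each of the other comparisons.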

Table S2. miRNA expression data from heat map.

|                    |       |      |       |       |      |       |        |        |        |
|--------------------|-------|------|-------|-------|------|-------|--------|--------|--------|
| mmu-miR-574-5p     | 2.12  | 2.06 | 0.52  | 1.32  | 1.23 | 1.07  | 0.0097 | 0.0085 | 0.7404 |
| mmu-miR-2134_v15.0 | 2.27  | 2.31 | -0.72 | 1.08  | 1.16 | -1.08 | 0.0233 | 0.0024 | 0.3523 |
| mmu-miR-2133_v15.0 | 2.57  | 1.81 | -0.28 | 1.11  | 1.21 | -1.09 | 0.0116 | 0.0024 | 0.3287 |
| mmu-miR-2145_v16.0 | 1.73  | 3.03 | -2.85 | -1.07 | 1.36 | -1.45 | 0.6466 | 0      | 0.0361 |
| mmu-miR-2141_v15.0 | 2.16  | 2.38 | -1.45 | 1.01  | 1.17 | -1.16 | 0.0415 | 0.0017 | 0.1367 |
| mmu-miR-2135_v15.0 | 3.36  | 3.08 | -0.45 | 1.2   | 1.28 | -1.07 | 0.0214 | 0.0098 | 0.4382 |
| mmu-miR-2146_v15.0 | 4.31  | 2.92 | 1.58  | 1.08  | 1.11 | -1.03 | 0.0064 | 0.0072 | 0.7275 |
| mmu-miR-2132_v15.0 | -1.51 | 0.73 | -8.38 | -1.64 | 1.08 | -1.78 | 0.1645 | 0.0077 | 0.0057 |
| mmu-miR-2861       | -0.79 | 0.61 | -4.41 | -1.16 | 1.12 | -1.3  | 0.1662 | 0.0017 | 0.0001 |
| mmu-miR-671-5p     | -0.12 | 0.52 | -1.52 | 1.01  | 1.05 | -1.03 | 0.5533 | 0.0004 | 0.0015 |
| mmu-miR-3072-5p    | 0.05  | 0.7  | -1.53 | 1.02  | 1.06 | -1.04 | 0.8562 | 0.0027 | 0.0001 |
| mmu-miR-1897-3p    | 0.06  | 0.96 | -2.1  | 1.02  | 1.09 | -1.07 | 0.7797 | 0      | 0      |
| mmu-miR-2137       | 0.82  | 0.6  | -1.56 | 1.05  | 1.16 | -1.1  | 0.1774 | 0      | 0.0037 |

**Table S3: Predicted, senescence-related miRNA targets**

| microRNA        | Predicted Targets                                                                                                                                                                                                                                                                                                                                                                                                                                              | Previously Validated                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| has-miR-20a-5p  | <i>APP, ATG5, ATG7, ATMIN, BTG3, CCND1, CDKN1A, COPS2, DMTF1, E2F1, E2F3, EIF4E, EP300, EREG, ESR1, FLT1, KCNA1, MAP3K7, MAPK1, NPM1, PBRM1, PDPK1, PTEN, RBL1, RBL2, RUNX1, SMAD7, SMURF2, SRSF2, SUV420H1, TBX3, TCEB3, TFGBR2, TP73, VHL, ZEB2</i>                                                                                                                                                                                                          | <i>CDKN1A</i> (Inomata <i>et al.</i> 2009), <i>E2F1</i> (Sylvestre <i>et al.</i> 2007), <i>PTEN</i> (Trompeter <i>et al.</i> 2011), <i>RBL2</i> (Wang <i>et al.</i> 2008) |
| hsa-miR-34a-5p  | <i>ATG5, ATMIN, BCL6, CBX2, CDKN1C, CSNK2A2, DMPK, E2F3, ERBB2, HLX, HSPA1A, HSPA1B, KCNA1, MAP2K1, MET, PRKD1, SIRT1, TBX2, TP73</i>                                                                                                                                                                                                                                                                                                                          | <i>SIRT1</i> (Badi <i>et al.</i> 2014; Ye <i>et al.</i> 2015)                                                                                                             |
| hsa-miR-130a-3p | <i>CCNA2, CDKN1A, CPEB1, CSNK2A1, DICER1, DPY30, EREG, ESR1, GADD45A, KDM2A, MAPK1, MET, MITF, PTEN, SMURF2, SRSF2, TGFBR2, UBC, ZEB2</i>                                                                                                                                                                                                                                                                                                                      | <i>DICER1</i> (Kovaleva <i>et al.</i> 2012; He <i>et al.</i> 2014)                                                                                                        |
| hsa-let-7c-5p   | <i>ARID3A, BCL2L1, CASP3, CCND1, CDKN1A, COL4A2, CPEB1, CSNK2A1, DICER1, DUSP1, E2F6, ELF4, HELLS, MAGEA2, MAGEA2B, MTF2, NRAS, RB1, TP53, ULK3</i>                                                                                                                                                                                                                                                                                                            | <i>BCL2L1</i> (Shimizu <i>et al.</i> 2010),                                                                                                                               |
| hsa-miR-125b-5p | <i>ARID3A, BRCA1, CBX7, CDC14B, CSNK2A1, CSNK2A2, DDB2, DICER1, DPY30, KCNA1, MAP2K7, MAPK12, PHC2, RAF1, TBX2, TP73, UBN1</i>                                                                                                                                                                                                                                                                                                                                 | <i>ARID3A</i> (Puissegur <i>et al.</i> 2012)                                                                                                                              |
| hsa-miR-133a-5p | <i>AHCY, AKT1, ARF1, ATG10, ATG5, ATG7, ATMIN, BMI1, BMP7, BRD7, CASP3, CBX2, CDC14B, CDKN2B, CHRDL1, CSNK2A1, DEK, DMTF1, E2F3, EGFR, EIF4E, EIF4EBP1, ESR1, HGF, HIF1A, IFNB1, ING1, KAT6A, KDM5A, KRAS, KSR1, LIN9, MAP2K3, MAP2K6, MAP3K7, MAPK1, MAPKAPK5, MDM2, ME2, MELK, MTF2, NSMCE2, NUDT1, OPA1, PDPK1, PPARD, PSMB5, RARA, RELA, RUNX1, SIRT1, SIRT2, SOX9, SUV420H1, TCF3, TERT, TFTBR2, THRB, TM4SF1, TP53, TP53BP2, TPP2, UIMC1, VCAN, WNT1</i> | N/A                                                                                                                                                                       |
| hsa-miR-92a-3p  | <i>ARF1, CDKN1C, COPS2, DUSP1, EGFR, HGF, IGFBP7, KCNA1, KDM2A, MAP2K4, MDM2, MITF, MORC3, MTF2, PBRM1, PTEN, SIRT6, SMAD7, SUV420H1, TOP1, TP63</i>                                                                                                                                                                                                                                                                                                           | <i>PTEN</i> (Ke <i>et al.</i> 2015)                                                                                                                                       |
| hsa-miR-2861    | <i>BRF1, KDM2A, MAP2K7, PAX8, PBRM1, PTPRC, SIRT1, TP73</i>                                                                                                                                                                                                                                                                                                                                                                                                    | N/A                                                                                                                                                                       |

## References

- Badi I, Burba I, Ruggeri C, Zeni F, Bertolotti M, Scopece A, Pompilio G, Raucci A (2014). MicroRNA-34a Induces Vascular Smooth Muscle Cells Senescence by SIRT1 Downregulation and Promotes the Expression of Age-Associated Pro-inflammatory Secretory Factors. *The journals of gerontology. Series A, Biological sciences and medical sciences*.
- He L, Wang HY, Zhang L, Huang L, Li JD, Xiong Y, Zhang MY, Jia WH, Yun JP, Luo RZ, Zheng M (2014). Prognostic significance of low DICER expression regulated by miR-130a in cervical cancer. *Cell Death Dis.* **5**, e1205.
- Inomata M, Tagawa H, Guo YM, Kameoka Y, Takahashi N, Sawada K (2009). MicroRNA-17-92 down-regulates expression of distinct targets in different B-cell lymphoma subtypes. *Blood*. **113**, 396-402.
- Ke TW, Wei PL, Yeh KT, Chen WT, Cheng YW (2015). MiR-92a Promotes Cell Metastasis of Colorectal Cancer Through PTEN-Mediated PI3K/AKT Pathway. *Ann Surg Oncol*. **22**, 2649-2655.
- Kovaleva V, Mora R, Park YJ, Plass C, Chiramel AI, Bartenschlager R, Dohner H, Stilgenbauer S, Pscherer A, Lichter P, Seiffert M (2012). miRNA-130a targets ATG2B and DICER1 to inhibit autophagy and trigger killing of chronic lymphocytic leukemia cells. *Cancer Res.* **72**, 1763-1772.
- Puissegur MP, Eichner R, Quelen C, Coyaude E, Mari B, Lebrigand K, Broccardo C, Nguyen-Khac F, Bousquet M, Brousset P (2012). B-cell regulator of immunoglobulin heavy-chain transcription (Bright)/ARID3a is a direct target of the oncomir microRNA-125b in progenitor B-cells. *Leukemia*. **26**, 2224-2232.
- Shimizu S, Takehara T, Hikita H, Kodama T, Miyagi T, Hosui A, Tatsumi T, Ishida H, Noda T, Nagano H, Doki Y, Mori M, Hayashi N (2010). The let-7 family of microRNAs inhibits Bcl-xL expression and potentiates sorafenib-induced apoptosis in human hepatocellular carcinoma. *J Hepatol*. **52**, 698-704.
- Sylvestre Y, De Guire V, Querido E, Mukhopadhyay UK, Bourdeau V, Major F, Ferbeyre G, Chartrand P (2007). An E2F/miR-20a autoregulatory feedback loop. *J Biol Chem*. **282**, 2135-2143.
- Trompeter HI, Abbad H, Iwaniuk KM, Hafner M, Renwick N, Tuschl T, Schira J, Muller HW, Wernet P (2011). MicroRNAs MiR-17, MiR-20a, and MiR-106b act in concert to modulate E2F activity on cell cycle arrest during neuronal lineage differentiation of USSC. *PLoS One*. **6**, e16138.
- Wang Q, Li YC, Wang J, Kong J, Qi Y, Quigg RJ, Li X (2008). miR-17-92 cluster accelerates adipocyte differentiation by negatively regulating tumor-suppressor Rb2/p130. *Proc Natl Acad Sci U S A*. **105**, 2889-2894.
- Ye Z, Fang J, Dai S, Wang Y, Fu Z, Feng W, Wei Q, Huang P (2015). MicroRNA-34a induces a senescence-like change via the down-regulation of SIRT1 and up-regulation of p53 protein in human esophageal squamous cancer cells with a wild-type p53 gene background. *Cancer Lett*.

**Table S4. Real-time RT-PCR primers used in this study.**

| Human Primers                                                                                   | Forward                    | Reverse                   |
|-------------------------------------------------------------------------------------------------|----------------------------|---------------------------|
| <i>18S</i>                                                                                      | CCCTATCAACTTTTCGATGGTAGTCG | CCAATGGATCCTCGTTAAAGGATTT |
| <i>CXCL1</i>                                                                                    | GAAAGCTTGCCTCAATCCTG       | CACCAGTGAGCTTCCTCCTC      |
| <i>CXCL2</i>                                                                                    | AACTGCGCTGCCAGTGCT         | CCCATTCTTGAGTGTGGCTA      |
| <i>DICER1</i>                                                                                   | TTAACCTTTTGGTGTTTGATGAGTGT | GCGAGGACATGATGGACAATT     |
| <i>DROSHA</i>                                                                                   | GGCCCGAGAGCCTTTTATAG       | TGCACACGTCTAACTCTTCCAC    |
| <i>GAPDH</i>                                                                                    | GCTCCTCCTGTTTCGACAGTCA     | ACCTTCCCCATGGTGTCTGA      |
| <i>HNRNPD</i> (AUF1)                                                                            | GATCCTAAAAGGGCCAAAGC       | GTTGTCCATGGGGAGCTCTA      |
| <i>HPRT1</i>                                                                                    | AGATGGTCAAGGTCGCAAGCT      | GGGCATATCCTACAACAACTTGTC  |
| <i>IL6</i>                                                                                      | CCGGGAACGAAAGAGAAGCT       | GCGCTTGTGGAGAAGGAGTT      |
| <i>IL8</i>                                                                                      | CTTTCCACCCCAAATTTATCAAAG   | CAGACAGAGCTCTCTTCCATCAGA  |
| <i>UBC</i>                                                                                      | ATTTGGGTGCGGGTTCTTG        | TGCCTTGACATTCTCGATGGT     |
| Mouse Primers                                                                                   | Forward                    | Reverse                   |
| <i>Dicer1</i>                                                                                   | CAACACTGCCATTGGACACA       | TCAGGCAATTCTCGGGTTCT      |
| <i>Gapdh</i>                                                                                    | TGTGTCCGTCGTGGATCTGA       | CCTGCTTCACCACCTTCTTGAT    |
| <b>miRNA forward primers (Human miRNAs examined in Table 1 were homologous to mouse miRNAs)</b> |                            |                           |
| hsa-miR-147a                                                                                    | GTGTGTGGAAATGCTTCTGC       |                           |
| hsa-miR-574-5p                                                                                  | TGAGTGTGTGTGTGTGAGTGTGT    |                           |
| mmu-let-7c-5p                                                                                   | TGAGGTAGTAGGTTGTATGGTT     |                           |
| mmu-miR-106b-5p                                                                                 | TAAAGTGCTGACAGTGCAGAT      |                           |
| mmu-miR-125b-5p                                                                                 | TCCCTGAGACCCTAACTTGTGA     |                           |
| mmu-miR-130a-3p                                                                                 | CAGTGCAATGTTAAAAGGGCAT     |                           |
| mmu-miR-133a-5p                                                                                 | GCTGGTAAAATGGAACCAAAT      |                           |
| mmu-miR-1897-3p                                                                                 | TCAACTCGTTCTGTCCGGTGAG     |                           |
| mmu-miR-20a-5p                                                                                  | TAAAGTGCTTATAGTGCAGGTAG    |                           |
| mmu-miR-21a-5p                                                                                  | TAGCTTATCAGACTGATGTTGA     |                           |
| mmu-miR-2861                                                                                    | GGGGCCTGGCGGCGGGCGG        |                           |
| mmu-miR-320-3p                                                                                  | AAAAGCTGGGTTGAGAGGGCGA     |                           |
| mmu-miR-34a-5p                                                                                  | TGGCAGTGTCTTAGCTGGTTGT     |                           |
| mmu-miR-877-5p                                                                                  | GTAGAGGAGATGGCGCAGGG       |                           |
| mmu-miR-92a-3p                                                                                  | TATTGCACTTGTCCCGGCCTG      |                           |
| U6                                                                                              | CACCACGTTT ATACGCCGGTG     |                           |

How the deposited data were processed for this re-analysis (not part of the article)

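miRNA profiles were measured in the livers of 5 SD, 5 CR and 5 Met mice, with 1 array per mouse. Total RNA was labeled with Cy3 and hybridized to a 1-color Agilent mouse miRNA array, which was scanned and read with Agilent's Feature Extraction software. The authors deposited the scanner output of each array, which gives the intensity of each spot and of its local background on a linear scale, without normalization between arrays. Flags in the same deposited output, set by the software to 0 or 1, mark detected miRNAs, spots well above background and outlier spots. The authors also deposited a score for each spot on each array, in a table of 15744 lines, of which 1109 hold no value. Set against the scanner output, these scores were z-scores of the natural log of the median signal over all spots of an array, control spots included and background not subtracted, with differences of at most 0.0005. No spot for a mouse miRNA was saturated.

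The same z-scores were computed from the scanner output and formed the main values. Outlier spots were left out, then spots of a probe and probes of a miRNA were averaged. A miRNA was tested when it was detected on all arrays of at least 1 group, which held for 178 of 696 miRNAs. The number of arrays, 5 per group, limits the precision of each value. Groups were taken from the sample labels and the paper, which give food allotment in different terms for CR. The labels number the mice of each group, and no pairing across groups was assumed.

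Met and CR were compared with SD, and CR with Met, with limma 3.58.1 in R 4.3.3, in 1 fit over all 15 arrays with moderated variances that follow the mean. The p-values were adjusted by Benjamini-Hochberg. The limits for p, FDR and Z ratio were those of the paper's methods, while the p came from limma and the pairwise z-test was an alternative. The methods refer to an earlier report for other details of the analysis, which was not used here. The senescence list was tested with camera and fry of limma. The overall miRNA signal was compared by two-sided exact permutation tests over the 252 ways to part 10 arrays into 5 and 5. The similarity of the Met and CR profiles was set against 100 simulated draws of unchanged groups that share the SD arrays. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for reading, comparison and plots.

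The limma step was tested on simulated data with 178 miRNAs, of which 40 were changed by 0.4 in z-score between simulated Met and SD groups. Over 10 runs, the median number recovered was 36, with 3 false calls. Between simulated groups without any change, the median number of calls was 0 with limma and 4.5 with the z-test. The noise was drawn independently for each miRNA. Random regroupings of the real arrays gave up to 16 limma calls between Met and SD, so false calls can be more frequent than simulated. The change of 0.4 exceeded the largest rise between Met and SD (0.252, miR-122-5p), so the runs do not show the power for such differences.

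Before the data were examined, these alternatives were set. They were scaling to the 75th percentile of detected probes or of all probes, quantile normalization, z-scores over detected miRNAs, normexp background correction with an offset of 50, the deposited table, no filter, a filter for detection on all arrays, the brightest probe, the software's total gene signal, the z-test, fits of 2 groups, an adjusted p limit of 0.05, the replicate number or the slide as a block, and leaving out each mouse in turn. The normexp alternative used the median spot signal, since the mean spot signal was not among the columns used here. The alternatives chosen after seeing the data were the software's background-subtracted signal with a floor of 0.01 after scaling, keeping outlier spots, centering without division by the standard deviation, and the arrays of 1 slide only.

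Apart from miR-680 and miR-1937b_v16.0, which were chosen after their values were seen, the miRNAs named in the text were set by a rule made before the data were examined. They are those the paper names for mouse liver, the extremes of Table S2 between Met and SD, and the 3 highest and 3 lowest Z ratios among those meeting the criteria in each comparison. Members of the miR-125 family come from the senescence list. Of 24 miRNAs looked up, those of the rule and miR-1937b_v16.0, 16 were matched by name to a locus in the gene table of mouse assembly GRCm38.p6. That table was used only for names and overlapping genes, and no coordinates are given because the array annotation refers to another build. The RT-qPCR measurements and the pri-miRNA levels were not analysed here.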

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

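Both values below are from CR mouse 3, and each lies far from the other 4 mice of its group. The tests with the control spots and with the unscaled signal were chosen after the results were seen. Among 75 groups of 5 values checked for a distant sample, chance gives about 1 in 20.

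The z-score of miR-92a-3p on the array of CR mouse 3 was 0.776, while the other CR mice lay between 0.923 and 0.963. The gap was 0.784 of the range of the group, above the limit of 0.71 for 5 samples. The unscaled log2 signal argues against scaling by the z-score as the source, since it was 7.80 on this array and 8.08 to 8.16 on the other CR arrays, a gap of 0.774 of the range. After scaling to the 75th percentile of detected probes, the value of this array (-0.91) lay among those of the other CR arrays (-1.56 to -0.82). A lower signal shared by many probes of this array stays open, and no biological explanation was tested. Without CR mouse 3, the Z ratio of miR-92a-3p between CR and SD was 1.61.

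The median log2 signal of the positive control spots on the array of CR mouse 3 was 13.97, while the other CR arrays lay between 14.43 and 14.50. The gap was 0.854 of the range. The same array had the fewest detected miRNAs (151) and the lowest median over detected miRNAs (7.26). Weaker hybridization or scanning of this array may account for its low signals, and it stays open for this array. For the CR arrays as a group it stays open too, since the 2 kinds of control spots went opposite ways. The positive controls were brighter than on SD arrays by 0.335 log2 (two-sided exact permutation test, p = 0.0635), and the corner controls differed by -0.912 log2 (two-sided exact permutation test, p = 0.00794, the smallest possible). Without CR mouse 3, the overall miRNA signal differed between CR and SD by -0.09 log2, against -0.13 with it. Less RNA or RNA of lower quality on this array was not tested.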

How the results depend on the processing

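The alternatives listed in the processing summary were set before the data were examined, apart from the background-subtracted signal, keeping outlier spots, centering without division and the arrays of 1 slide only, which were chosen after seeing the data. The overall signal was not computed from the mean spot signal, as had been intended, since the main value already uses unscaled signals and that column was not used here.

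Between Met and SD, where 2 miRNAs met the criteria, the count was 0 after scaling to the 75th percentile of detected probes, with z-scores over detected miRNAs, with the total gene signal, with the background-subtracted signal, with the slide as a block and on slide 1 alone. Unadjusted p was 0.05 or less for 3, 7, 6, 7, 5 and 7 miRNAs in these. The count was 1 with quantile normalization, without a filter and at an adjusted p of 0.05 or less, 3 with normexp, 4 in the fit of 2 groups (1 higher, 3 lower) and 13 with the z-test (9 higher, 4 lower). Leaving out 1 mouse gave 1 to 9 miRNAs, with 9 (6 higher, 3 lower) without SD mouse 5.

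Between CR and SD, the count of 31 became 134 after scaling to the 75th percentile of detected probes (127 higher, 7 lower), 20 with the total gene signal, 71 with the background-subtracted signal (44 higher, 27 lower), 55 at an adjusted p of 0.05 or less and 17 with the slide as a block. Of the 31, these called 12, 3, 22, 25 and 10. With the total gene signal, the unadjusted limma p was 0.05 or less for 104 miRNAs between CR and SD, against 74 with z-scores. The Z ratio limit, whose dividing standard deviation changes with the setting, thus held back most of them. Between CR and Met, the count of 37 became 117 after that percentile scaling (107 higher, 10 lower), 16 with the total gene signal, 80 with the background-subtracted signal (46 higher, 34 lower), 61 at an adjusted p of 0.05 or less and 12 on slide 2 alone (5 higher, 7 lower), while the slide block gave 34. Of the 37, these called 18, 1, 30, 29, 8 and 27. Leaving out 1 mouse gave 26 to 36 and 29 to 42 miRNAs. With percentile scaling, the median difference over all tested miRNAs was 0.44 log2 between CR and SD and 0.39 between CR and Met. It was 0.28 and 0.25 with the total gene signal and 0.26 and 0.17 with the background-subtracted signal. With z-scores, it was -0.0161 and -0.0292, in z-score units. The direction of calls depended on the scaling elsewhere too. In the order CR against SD and CR against Met, quantile normalization gave 25 higher and 17 lower, and 22 higher and 26 lower. z-scores over detected miRNAs gave 17 higher and 21 lower, and 18 higher and 22 lower. The 75th percentile of all probes gave 0 higher and 32 lower, and 0 higher and 31 lower, and centering without division gave 0 higher and 27 lower, and 1 higher and 31 lower. The brightest probe gave 10 higher and 23 lower between CR and SD. The cause of these shifts was not tested beyond the division by the standard deviation of each array.

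The senescence list was higher in Met under each alternative, with a median Z ratio from 0.0851 to 1.62. Camera's p stayed under 0.05 with each of them, but fry (median Z ratio 1.15, p = 0.238) and the estimated correlation (1.15, p = 0.252) did not pass. Without the miRNAs listed in Table S2, which left 9 members, the list was still higher in Met. This is among the alternatives that passed.

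The similarity of the Met and CR profiles, a Spearman correlation of 0.0632, ranged from -0.0186 to 0.184 with 1 mouse left out and was below 0 without CR mouse 5 and without Met mouse 1. The overall miRNA signal between Met and SD differed by 0.00856 log2. The difference was 0.0752 over all mouse miRNAs (exact permutation p = 0.0238), -0.0635 for the sum of signals and -0.0493 for the total gene signal. With the positive controls subtracted from the median over detected miRNAs it was -0.0252, and with 1 mouse left out -0.0295 to 0.0399. For CR against SD the difference was -0.128, against 0.0538 over all mouse miRNAs and -0.386 for the sum of signals (exact permutation p = 0.00794, the smallest possible). With the positive controls subtracted from the median over detected miRNAs it was -0.463 (exact permutation p = 0.0159). With 1 mouse left out, the value of -0.128 lay between -0.166 and -0.0861. The cause was not tested.

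Of 34 alternatives, miR-2132_v15.0 no longer met the criteria between Met and SD in 13 and miR-2861 in 8. Of 33 alternatives between CR and SD, miR-720_v18.0, miR-21a-5p and miR-5097 each lost the call in 1, miR-2146_v15.0 in 3, miR-2135_v15.0 in 4 and miR-2133_v15.0 in 8. The call of miR-20a-5p was lost in 10, apart from the 1 that changed its direction, and that of miR-2132_v15.0 in 22. Calls between CR and SD were also gained, by miR-92a-3p and miR-125b-5p in 7 each and by miR-2861 in 6. let-7c-5p and miR-122-5p gained a call in 4 each, miR-1897-3p in 3, and miR-106b-5p and miR-34a-5p in 2 each. Of 34 alternatives between CR and Met, miR-21a-5p and miR-192-5p lost the call in 2, miR-720_v18.0, miR-2146_v15.0, miR-2135_v15.0 and miR-2141_v15.0 in 3, and miR-34a-5p in 4, apart from the 1 that changed its direction. Some named miRNAs changed direction. Between Met and SD, scaling to the 75th percentile of detected probes gave a Z ratio of 0.384 for miR-106b-5p. Quantile normalization gave 0.0372 for miR-106b-5p and 0.0238 for miR-21a-5p, the brightest probe 0.545 for miR-21a-5p, and the total gene signal -0.0421 for miR-20a-5p and 1.35 for miR-320-3p. Leaving out 1 mouse gave -0.448 to 0.0712 for miR-106b-5p and -2.21 to 0.378 for miR-21a-5p. Between CR and SD, percentile scaling of detected probes gave 1.02 for miR-20a-5p, 1.39 for miR-34a-5p, 1.40 for miR-106b-5p, 1.61 for miR-130a-3p, 2.35 for miR-320-3p and 0.678 for miR-2861. The 75th percentile of all probes gave -0.392 for let-7c-5p and -1.40 for miR-122-5p, and centering without division -0.211 and -1.22. Quantile normalization gave 2.01 for miR-130a-3p and 0.356 for miR-2861, z-scores over detected miRNAs 0.473 for miR-130a-3p and 0.335 for miR-320-3p, the background-subtracted signal 0.971 and 0.289, the total gene signal 0.318 for miR-130a-3p and the slide block 0.0648 for miR-320-3p. Between CR and Met, percentile scaling of detected probes gave 0.882 for miR-34a-5p. With 1 mouse left out, miR-130a-3p between CR and SD lay between -0.593 and 0.341. The cause was not tested.

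With the replicate number as a block, 2, 32 and 37 miRNAs met the criteria between Met and SD, CR and SD, and CR and Met. Deviations of mice with the same number had a correlation over 0.1 in 2, 1 and 1 of 5 pairs, so the numbers do not pair the mice. Signal over background limits the dim miRNAs, since 139 of 696 were detected on all arrays.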

Differences from the paper's values

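The paper's Table S2 has 15 miRNAs past the p and Z ratio limits between Met and SD (8 higher and 7 lower in Met), and 2 met the criteria with limma here. Table S2 gives no FDR, while the criteria here include the FDR limit, so these counts stand at unlike limits. Without the FDR limit, limma passed more miRNAs in both directions, with miR-122-5p and miR-125b-5p higher in Met and others lower. Among the alternatives set before the data were examined, the z-test of the methods was the only one within 1.5 times the paper's count, with 13 miRNAs, of which 8 are among the paper's 15. The others, including no filter, the fit of 2 groups (4 miRNAs) and leaving out SD mouse 5 (9 miRNAs), were further away. Of the named miRNAs past those limits in the paper's table and not called by limma, the z-test called miR-130a-3p, miR-125b-5p, miR-92a-3p and miR-122-5p. The fit of 2 groups called miR-130a-3p. Leaving out SD mouse 5 called let-7c-5p, miR-125b-5p and miR-122-5p. No setting called miR-1897-3p, for which the paper's Z ratio is -2.1 and the recomputed one -1.45.

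Over the 64 miRNAs of Table S2, the paper's Z ratio minus the recomputed one had a median of 0.651 between Met and SD, 0.568 between CR and SD and -0.290 between CR and Met. The gaps of the 6 single Z ratios given next are therefore in part shared with the other miRNAs of the table. They were 0.484 to 1.81 against SD and -0.666 between CR and Met. With the median of the comparison subtracted, which was computed after seeing the values, the paper's Z ratios were -0.271 for miR-106b-5p and 0.619 for miR-21a-5p between Met and SD, and -0.368 for miR-130a-3p, 1.51 for miR-125b-5p and 1.58 for miR-92a-3p between CR and SD. That of miR-34a-5p between CR and Met was -2.08. All 6 were then within the replicate error of the recomputed values, and only that of miR-21a-5p had the opposite sign. Replicate error means the pooled standard deviation among mice of the groups compared, divided by the standard deviation that gives the Z ratio. It was 3.79 for miR-21a-5p. The paper's and the recomputed Z ratios come from the same arrays, so this error only gauges the size of a gap and does not explain it. Without the subtraction of the median, miR-106b-5p, miR-21a-5p and miR-130a-3p were also within the replicate error and differed from the paper in sign.

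Between Met and SD, the paper's Z ratio for miR-106b-5p is 0.38 and the recomputed value is -0.231. The sign was the paper's after scaling to the 75th percentile of detected probes (0.384), with quantile normalization (0.0372) and without SD mouse 3 (0.0712), and under none of the other alternatives set beforehand. For miR-21a-5p, the paper's Z ratio is 1.27 and the recomputed value is -0.537. Quantile normalization (0.0238), the brightest probe (0.545) and leaving out SD mouse 2, 3 or 4 or Met mouse 1 or 2 (0.0658 to 0.378) gave the paper's sign, and the other alternatives set before the data were examined did not.

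Between CR and SD, the paper's Z ratio for miR-130a-3p is 0.2 and the recomputed value is -0.284. z-scores over detected miRNAs (0.473), the total gene signal (0.318) and leaving out CR mouse 3 (0.341) gave the paper's sign and values within the replicate error of the paper's. So did the background-subtracted signal (0.971), which was chosen after seeing the values. Scaling to the 75th percentile of detected probes (1.61) and quantile normalization (2.01) gave the paper's sign with larger gaps than the replicate error. The other alternatives set before the data were examined gave negative values, most of them within that error. For miR-125b-5p, the paper's Z ratio is 2.08 and the recomputed value is 1.26. z-scores over detected miRNAs (2.07), normexp (1.46), the brightest probe (1.71), the slide as a block (1.37) and leaving out SD mouse 3 or 5 or CR mouse 2 or 3 (1.41 to 1.64) came within the replicate error, as did the background-subtracted signal (2.11), chosen after seeing the values. The other alternatives set before the data were examined did not. For miR-92a-3p, the paper's Z ratio is 2.15 and the recomputed value is 1.17. Among the alternatives set before the data were examined, only z-scores over detected miRNAs (1.85) came within the replicate error, and the background-subtracted signal (2.39), chosen after seeing the values, also did.

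Between CR and Met, the paper's Z ratio for miR-34a-5p is -2.37 and the recomputed value is -1.70. The 75th percentile of all probes (-1.79), normexp (-2.16), the brightest probe (-1.94), the slide as a block (-1.99) and leaving out CR mouse 2 or 3 or Met mouse 2 or 3 (-1.99 to -1.85) came within the replicate error. So did the background-subtracted signal (-2.54) and the arrays of slide 2 alone (-1.99), both chosen after seeing the values. The other alternatives set before the data were examined did not.

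Fig. 4B shows RT-qPCR levels of miR-106b-5p and miR-1897-3p higher in Met than in SD, and on the arrays both were lower in Met, with Z ratios of -0.231 and -1.45. It also shows miR-20a-5p, miR-34a-5p and miR-106b-5p higher in CR than in SD, and on the arrays their Z ratios between CR and SD were -1.52, -1.14 and -1.17. After scaling to the 75th percentile of detected probes, these 3 had the direction of Fig. 4B, with Z ratios of 1.02, 1.39 and 1.40. So did miR-106b-5p between Met and SD, with 0.384. With that scaling, however, 127 of 134 calls between CR and SD were higher in CR. The direction of miR-20a-5p, miR-34a-5p and miR-106b-5p in CR cannot be told from this shared shift, so it adds no evidence for Fig. 4B. The RT-qPCR group of CR mice is larger than the array group, and RT-qPCR is another assay. The paper describes many miRNAs as upregulated by metformin. Over the whole list of tested miRNAs, 100 of 178 were higher in Met, and none of them met the criteria with limma, while 9 did by the z-test.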

Other observations

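The tests with the positive controls, with miR-21a-5p and with the corner control spots were chosen after the results were seen. The regroupings for the z-test were added after the z-test counts and the regroupings for limma were seen, and that for the list members outside Table S2 after the value for the whole list was seen. How the slide test is read was settled after its value was seen.

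Arrays were regrouped at random to ask how often 5 against 5 give as many miRNAs, with 100 of the 126 possible splits drawn for each comparison and the real one included. With limma, as many miRNAs met the criteria in 7 splits between Met and SD, 7 between CR and SD and 6 between CR and Met, so chance cannot be excluded for any of the counts. With the z-test of the methods, as many were called in 12 splits between Met and SD, 8 between CR and SD and 3 between CR and Met. The last is the lowest of several such counts and was not corrected for their number, so chance is not excluded there either. For the senescence list between Met and SD, 4 splits gave a camera p as small, and 4 did for its 9 members outside Table S2. A choice of the list on these arrays cannot be excluded and would favor the real grouping. The 9 belong to families named in the study, so these splits leave open whether chance can be excluded. Fry, which permits correlation between miRNAs, did not pass.

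All SD arrays were on 1 slide and all CR arrays on the other, so a difference between slides may contribute to the differences between CR and SD. The Met arrays were on both slides. Across miRNAs, the difference between Met arrays of slide 2 and slide 1 had a Spearman correlation of -0.266 with the difference between CR and SD. The 10 ways to part the 5 Met arrays into 2 and 3 gave other correlations from -0.468 to 0.408, so slide and diet cannot be told apart with 2 and 3 Met arrays. With the slide as a block, 17 miRNAs met the criteria between CR and SD in place of 31.

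Between z-scores and scaling to the 75th percentile of detected probes, the direction differed for 201 differences over the 3 comparisons. Of these, 4.98% also differed between z-scores and centered log signals, which argues against division by the standard deviation of each array as the cause. The percentile scaling moved most miRNAs up in CR. Unscaled, the median differed between CR and SD by -0.128 log2 over detected miRNAs and by 0.0538 over all mouse miRNAs. After the scaling, the median difference over tested miRNAs was 0.44 log2. The shift thus came with the scaling factor and not from higher signals. A change in the brightest detected probes, which set that factor, was not tested as its cause, and neither was a biological one.

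The summed miRNA signal was lower in CR than in SD, by a log2 difference of -0.39, and the median over detected miRNAs by -0.13, while the median over all mouse miRNAs was higher by 0.05. The control spots do not settle whether CR arrays were hybridized or scanned more weakly. The positive controls were brighter on CR than on SD arrays by 0.335 log2 (exact permutation p = 0.0635). The corner controls were dimmer, at 7.11 ± 0.05 in CR and 8.02 ± 0.55 in SD, a log2 difference of -0.912 (exact permutation p = 0.00794). Weaker hybridization or scanning, the amount or quality of the RNA, the slide and the diet stay open and were not told apart.

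On 2 of the 5 CR arrays, those of CR mice 2 and 3, miR-21a-5p had z-scores of 0.838 and 0.883, while CR mice 1, 4 and 5 had 3.07, 2.40 and 2.93. After scaling to the 75th percentile of detected probes, the gap to the lowest of the other 3 was 1.18 log2, against a range of 0.37 among these 3. This argues against a loss shared by all miRNAs on those arrays. The same mice had the lowest values of miR-192-5p in CR, with z-scores of 1.23 and 1.36. A difference between the livers, the RNA or the 2 arrays stays open, and no biological explanation was tested.

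A hypothesis was tested for the lower signals of miR-720_v18.0, miR-1937b_v16.0 and miR-5097 in CR. miR-1937b_v16.0 was chosen after its values were seen. Their mean might share material with whatever lights the bright corner control spots. Over the 15 arrays, the mean log2 signal of the 3 miRNAs and that of the corner control spots had a Pearson r of 0.856 (permutation p = 5e-05) and a Spearman rho of 0.871 (permutation p = 3e-05). With each group centered on its mean, r was 0.647 (permutation p = 0.0017, Benjamini-Hochberg adjusted over both relations 0.0017) and rho 0.821 (permutation p = 0.00041). Without the 2 arrays farthest from the median of the corner control, r was 0.875, and within slides 1 and 2 it was 0.754 and 0.779. The values fit the hypothesis, found and tested on the same arrays. Slide, diet and RNA stay open as well.

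The Met and CR profiles relative to SD, which share the SD arrays, had a Spearman correlation of 0.0632 across the tested miRNAs, and 49.4% of these had the same direction in both. Simulated unchanged groups that share the SD arrays had a median correlation of 0.537, and 95% of them lay between -0.412 and 0.930. The profiles were not more alike than unchanged groups would be.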
